# Embryonic attenuated Wnt/β-catenin signaling defines niche location and long-term stem cell fate in hair follicle

**DOI:** 10.7554/eLife.10567

**Published:** 2015-12-14

**Authors:** Zijian Xu, Wenjie Wang, Kaiju Jiang, Zhou Yu, Huanwei Huang, Fengchao Wang, Bin Zhou, Ting Chen

**Keywords:** Wnt, hair follicle, regeneration, niche, stem cell, self-renewnal, Mouse

## Abstract

Long-term adult stem cells sustain tissue regeneration throughout the lifetime of an organism. They were hypothesized to originate from embryonic progenitor cells that acquire long-term self-renewal ability and multipotency at the end of organogenesis. The process through which this is achieved often remains unclear. Here, we discovered that long-term hair follicle stem cells arise from embryonic progenitor cells occupying a niche location that is defined by attenuated Wnt/β-catenin signaling. Hair follicle initiation is marked by placode formation, which depends on the activation of Wnt/β-catenin signaling. Soon afterwards, a region with attenuated Wnt/β-catenin signaling emerges in the upper follicle. Embryonic progenitor cells residing in this region gain expression of adult stem cell markers and become definitive long-term hair follicle stem cells at the end of organogenesis. Attenuation of Wnt/β-catenin signaling is a prerequisite for hair follicle stem cell specification because it suppresses Sox9, which is required for stem cell formation.

**DOI:** http://dx.doi.org/10.7554/eLife.10567.001

## eLife digest

Many tissues and organs in an adult’s body – including bone marrow, skin and intestines – contain a small number of cells called adult stem cells. These cells usually stay dormant within these tissues (at a site called a ‘niche’) until they are required to repair damaged or lost cells. At this point, adult stem cells can specialize, or ‘differentiate’, into the many different cell types that make up the tissue or organ where they reside.

The cells that produce hairs are an example of adult stem cells. In mammals, hairs grow from structures called hair follicles that are found in the skin, and over the life of an animal, old hairs are shed and replaced. Previous research had suggested that certain embryonic cells are set to become hair follicle stem cells before the hair follicles emerge in the adult tissue. However it remained unclear how this decision is made, and which genes and molecules are involved in this process.

Xu et al. have now found that, in mice, the fate of hair follicle stem cells is decided at an early stage in development, when the hair follicle is a simpler structure called a ‘hair peg’. Cells near the upper part of the hair peg tend to become dormant and adopt an adult stem cell fate, while the ones in the lower part are more likely to differentiate straight away. This shows that the position, hence the niche environment, plays a key role in determining these different cells’ fates.

Xu et al. went on to discover that the decision for a cell to become a hair follicle stem cell relies on reduced signaling through the so-called Wnt signal pathway. Understanding how adult stem cells become established during development may help future efforts to grow tissues and organs in the laboratory for research purposes or organ transplantation.

**DOI:** http://dx.doi.org/10.7554/eLife.10567.002

## Introduction

Long-term adult stem cells (SCs) are defined by their ability to continuously generate all downstream differentiated cell lineages as well as regenerate themselves throughout the lifetime of an organism (Fuchs and Chen, 2013). Although rudimentary tissue progenitor cells in embryos give rise to all cells in adult tissue, these cells are not SCs, because they are destined to change identity as development proceeds. It has been postulated that definitive tissue SCs originate from tissue embryonic progenitor cells that acquire the capacity for long-term self-renewal and multipotency at the end of organogenesis (Slack, 2008). However, the underlying cellular and molecular mechanisms of these processes remain unknown. Deciphering the process leading to localized SC emergence during normal embryonic development will likely reveal principles that can be used to acquire and maintain the long-term self-renewal and regenerative potentials that are prerequisites for SC-based therapies.

Adult SCs in hair follicles (HFs) are located at the so-called ‘outer bulge region’. The bulge region constitutes the bottom of the permanent portion of a HF. It contains two layers of epithelial cells: the CD34- inner layer niche cells and the CD34+ outer layer stem cells. Although HFs begin to develop in the embryo, the bulge structure is only formed when HFs enter the first postnatal telogen (resting phase); this delineates the end of organogenesis and the emergence of the adult SC niche (Paus et al., 1999; Morris et al., 2004; Tumbar et al., 2004; Blanpain et al., 2004; Zhang et al., 2009; Hsu et al., 2011; Chen et al., 2012).

Initiation of HF organogenesis is marked by placode emergence. Activation of Wnt/β-catenin signaling in basal epithelial cells by locally expressed Wnt ligands is both necessary and sufficient to induce placode formation (van Genderen et al., 1994; Gat et al., 1998; Huelsken et al., 2001; Andl et al., 2002; Jamora et al., 2003; Millar et al., 1999; Reddy et al., 2001; Fu and Hsu, 2013). Concomitant with Wnt ligand production, placode epithelial cells also express the Wnt inhibitor Dkk (Bazzi et al., 2007). The combination of the short-range activator Wnt and the long-range inhibitor DKK function in a reaction-diffusion mechanism to suppress Wnt/β-catenin signaling in cells surrounding existing placodes, thereby regulating HF spacing (Sick et al., 2006). Contrary to the required activation of Wnt/β-catenin signaling, inhibition of BMP signaling through the dermal BMP inhibitor Noggin is necessary for placode morphogenesis (Jamora et al., 2003; Botchkarev et al., 1999; Kobielak et al., 2003).

After placode formation, signaling events downstream of Wnts/BMPs drive HF to further develop into the hair germ and then the hair peg. Shh is expressed by placode epithelial cells (Oro et al., 1997; St-Jacques et al., 1998; Morgan et al., 1998). In the absence of Shh, dermal condensate fails to aggregate and HF development arrests at the placode stage instead of developing into the hair germ. This implicates Shh in establishing proper epithelial-mesenchymal crosstalk (St-Jacques et al., 1998; Oro and Higgins, 2003; Levy et al., 2007). Guard hairs, as the first HFs to appear in the embryonic backskin, are uniquely dependent on Eda/EdaR signaling (Laurikkala et al., 2002; Mustonen et al., 2004). Eda, which is itself a Wnt signaling target (Laurikkala et al., 2001), can induce the expression of BMP inhibitors and *Shh* in guard hair (Pummila et al., 2007).

Placode progenitor cells generate all cells in adult HFs (Levy et al., 2007). Some of their progeny cease further development at a particular point and become definitive adult HFSCs. Previous studies using label-retaining methods demonstrated that putative HFSCs are present in postnatal developing HFs as slow cycling cells, and it was shown that their specification requires the transcription factor Sox9 (Nowak et al., 2008). Intriguingly, placode cells already express adult HFSC markers such as Lhx2 and Sox9, although in a largely non-overlapping pattern. Another HFSC marker, Nfatc1, appears in the subsequent hair peg (Rhee et al., 2006; Horsley et al., 2008; Vidal et al., 2005). These dynamic expression patterns suggest that cells in the placode and hair peg are heterogeneous. However, whether or not HFSC fate is already pre-determined at these early developmental stages is not clear. Other critical unanswered questions include the following: Are adult HFSCs remnant of embryonic progenitor cells that maintain their embryonic developmental potential, or do they, alternatively, come from progenitor cells that gain long-term potential? What are the underlying mechanisms? What determines the niche location and where do HFSCs become localized? The current study addresses these key questions.

## Results

### The embryonic cellular origin of adult hair follicle stem cells

To uncover the cellular origin of HFSCs and to identify the time point of their specification, it will first be necessary to perform lineage-tracing experiments. These can be done by labelling distinct cell populations at the rudimentary stages and later determining whether SCs come from these initially labelled progenitor cells (Figure 1A). We chose tail skin HFs for this study. Unlike un-patterned back skin HFs (Figure 1—figure supplement 1A), tail skin HFs are arranged in triplets, and the growth of two secondary outer follicles is typically initiated next to a primary central follicle after it has already developed (Figure 1—figure supplement 1B). By inducing Cre activation at specific time points and focusing on HFs in a chosen area, we can label progenitor cells in defined developmental stages and continue to follow their fates in individual HFs until the end of organogenesis, when the bulge forms (Figure 1B,C; Figure 1—figure supplement 2A-C).

**Figure 1.**
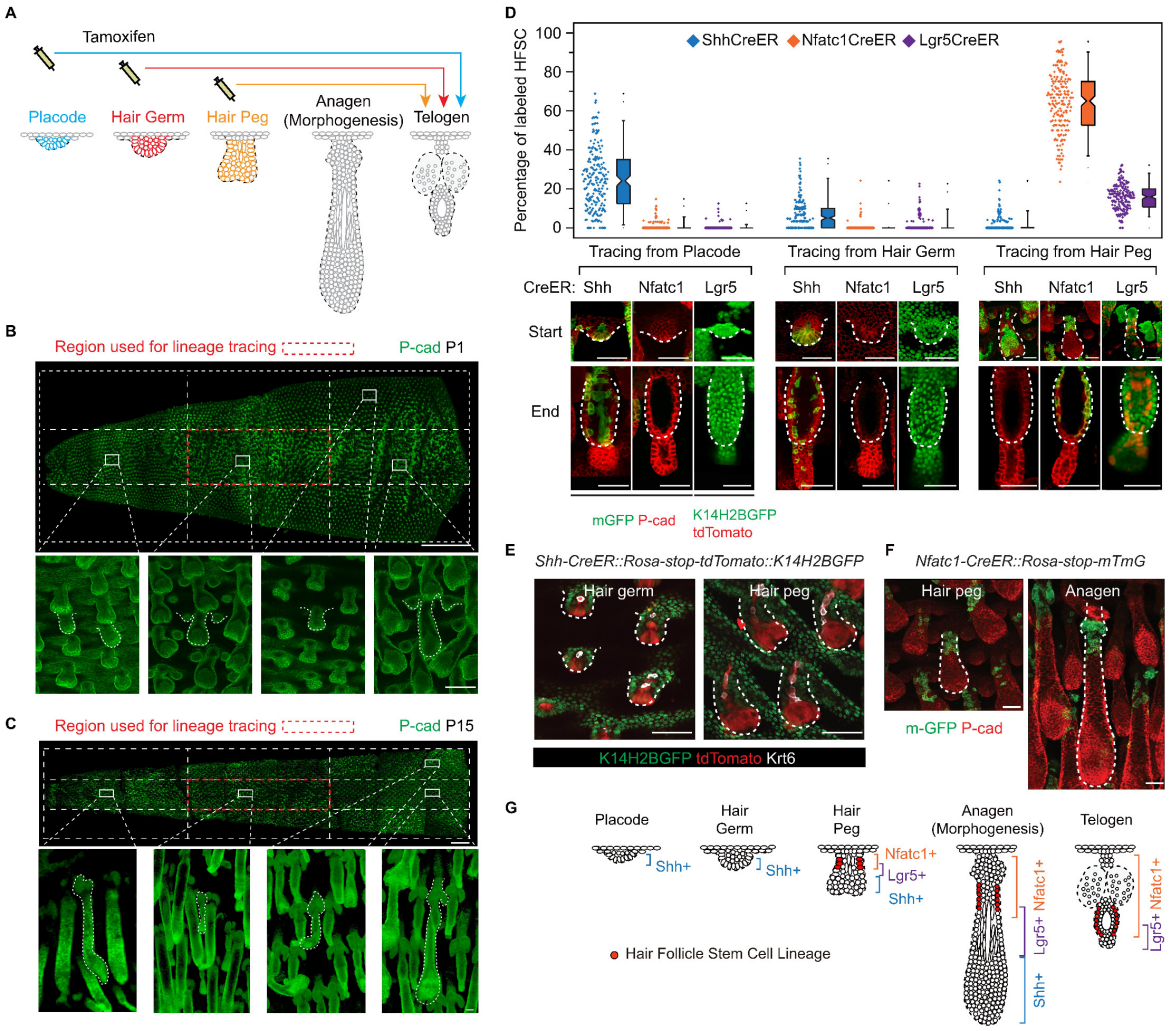
Embryonic cellular origin of adult hair follicle stem cells. (**A**) Diagram of hair follicle morphogenesis and the lineage-tracing experiment. All lineage-tracing experiments ended at the first telogen, but started at different stages including the placode, hair germ, and hair peg stages. (**B,C**) Representative images of tail skin hair follicle organogenesis. Red boxes indicate the regions used for quantification in the lineage-tracing experiments. The hair cycle in tail skin progresses along the anterior to posterior and in the dorsal to ventral directions. At postnatal day 1 (P1), in the chosen region, the primary central hair follicles are in the hair peg stage while the secondary outer follicles are in the placode stage. At P15, in the chosen region, primary central hair follicles are in the telogen phase. Scale bar: 1500 μm for the whole mount image; 100 μm for the enlarged images. (**D**) Summary of the lineage-tracing experiments with: *Shh-CreER::Rosa-stop-mTmG, Nfatc1-CreER::Rosa-stop-mTmG*, and *Lgr5-GFP-CreER::Rosa-stop-tdTomato::K14H2BGFP* mice. Percentages of labelled HFSCs at the telogen phase were quantified using whole mount sample images. Representative images are single confocal Z slices from the data used for quantification. N=5 mice, >200 HFs. Raw data are plotted to the left of each box-and-whisker plot: the median and the 25th and the 75th percentiles are denoted by notches and the bottom and top boxes, respectively; the 5th and 95th percentiles are denoted as whiskers. Scale bar: 50 μm. (**E**) In both the hair germ and the hair peg, the progenies of Shh+ cells in the center of HFs express the differentiation marker Keratine 6 (Krt6). Scale bar: 50 μm. (**F**) Lineage-tracing experiment starting at the hair peg stage and ending at morphogenesis anagen (growth phase) using *Nfatc1-CreER::Rosa-stop-mTmG* mice. Note that the labeled cells stay dormant at their original position without contributing to HF down growth. Scale bar: 50 μm. (**G**) Model depicting the spatial and temporal pattern of hair follicle stem cell emergence. **DOI:** http://dx.doi.org/10.7554/eLife.10567.003

**Figure 1—figure supplement 1.**
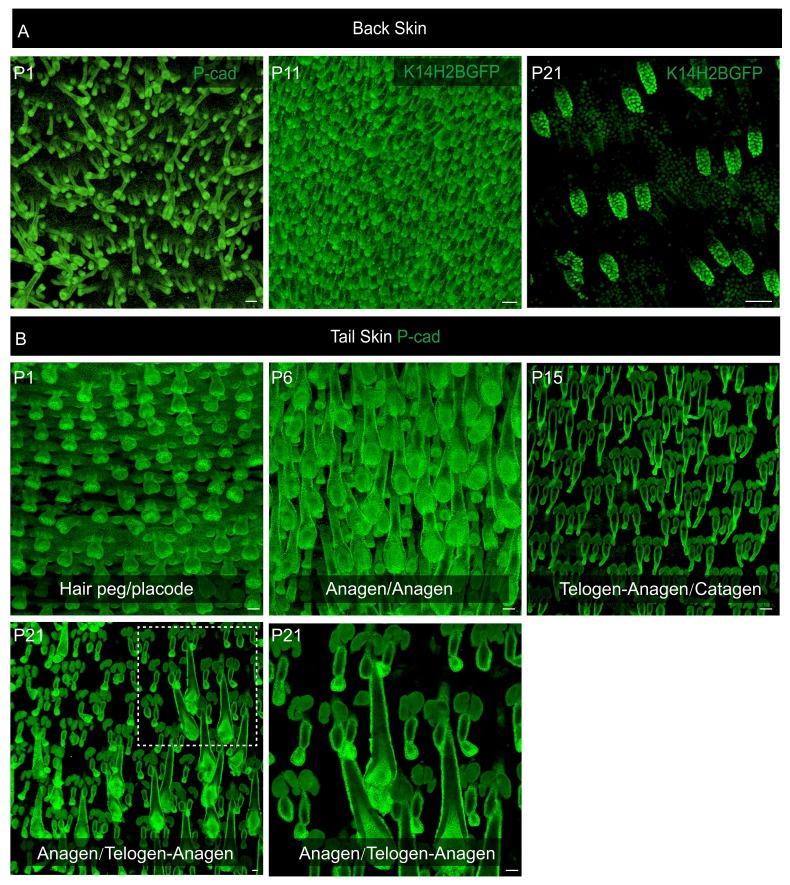
Difference between back and tail skin hair follicle organogenesis. (**A**) In mouse back skin, hair follicle initiation occurs via three separate waves that start, respectively, around E13.5, 15.5, and 18.5. At any given embryonic time point between E13.5 to E18.5, there is a mixture of hair follicles at different developmental stages in back skin, lacking any discernable pattern. After birth, the three separate waves synchronize into similar anagen and then telogen. Thus, it is impossible to pinpoint the exact early developmental stage of any telogen back skin hair follicle at the beginning of the lineage-tracing experiments when Tamoxifen was injected at an embryonic time point. (**B**) Tail skin hair follicles are arranged in triplets, and the growth of two secondary outer follicles is typically initiated next to a primary central follicle after it has already begun development. Within the dorsal middle one-third section of tail skin, at P1, the primary central hair follicles are at the hair peg stage and the secondary outer follicles on the side are at the placode stage. At P6, all three hair follicles in a triplet progress to anagen. At P15, the primary central hair follicles have already entered telogen or even the telogen to anagen transition stage, while the secondary outer hair follicles on the side are still in the catagen to telogen transition. At P21, the primary central hair follicles are in full anagen and the two secondary outer follicles are at the telogen to anagen transition stage. Scale bars: 50 µm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.004

**Figure 1—figure supplement 2.**
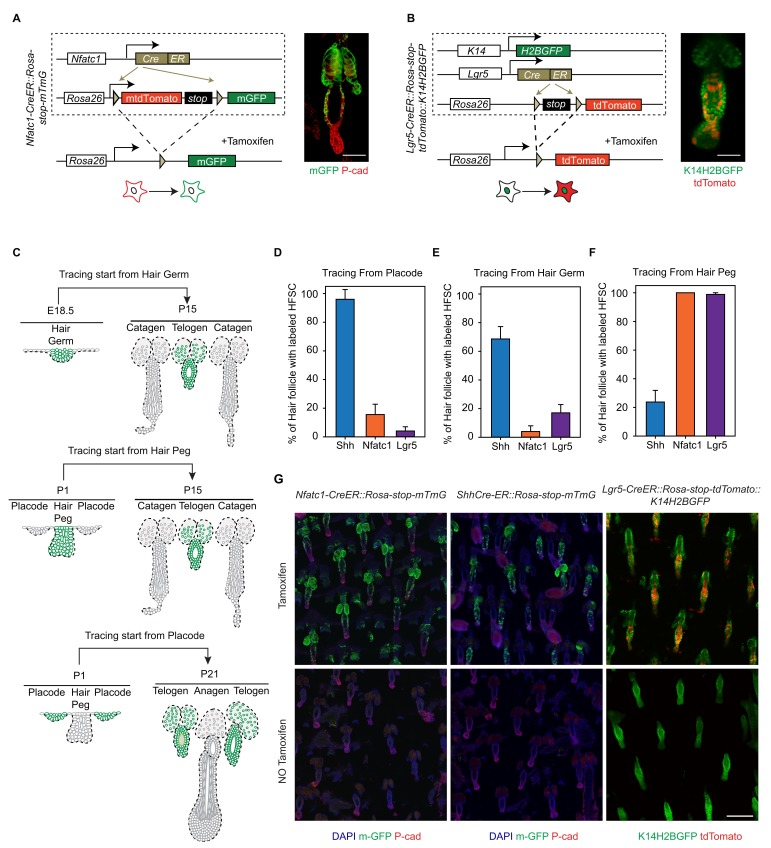
Diagram, quantification, and specificity of CreER lines for the lineage-tracing experiments. (**A**) Diagram of the lineage-tracing experiment using *Nfatc1-CreER::Rosa-stop-mTmG* mice. (**B**) Diagram of the lineage-tracing experiment using *Lgr5-GFP-CreER::Rosa-stop-tdTomato::K14H2BGFP* mice. Representative images used here are the same representative images shown in Figure 1D to indicate these diagram are drawn to explain the experimental designs for Figure 1D. Scale bar: 50 µm. (**C**) Diagram depicting the individual time points used for the lineage-tracing experiments starting from different early developmental stages. Green color highlights the target hair follicles used in the designated lineage-tracing experiments. (**D–F**) Percentage of HFs with labeled HFSCs at telogen. Tracings starting from the placode stage (**D**), the hair germ stage (**E**), and the hair peg stage (**F**). (**G**) *Nfatc1-CreER::Rosa-stop-mTmG, Shh-CreER::Rosa-stop-mTmG, Lgr5-GFP-CreER::Rosa-stop-tdTomato::K14-H2BGFP* mice tail skin hair follicles with or without Tamoxifen induction. Scale bar: 200 µm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.005

To test whether distinct HFSC precursors are already present at the initial developmental stages, we used several CreER knock-in lines that can label different cell populations of the placode, hair germ, and hair peg. *Shh* starts to be expressed in the placode (St-Jacques et al., 1998). When we used inducible *Shh-CreER::Rosa-stop-mTmG* (Harfe et al., 2004) mice to label *Shh*-expressing cells in either the placode or the hair germ, we found that in both cases *Shh+* progenitors cells can become HFSCs (Figure 1D). Unexpectedly, *Shh*-expressing hair peg cells lost the ability to form HFSCs and mostly contributed to differentiated lineages (Figure 1D,E). Since *Shh*-expressing placode cells generate the majority of cells in hair peg, including those still expressing *Shh*, this intriguing change in cell fate indicates that progenies of *Shh*-expressing placode cells separate into two different populations: the population still expressing *Shh* loose the potential to form HFSCs, while the cells with down regulated *Shh* expression in hair peg can presumably still become HFSCs.

Consistent with this hypothesis, two adult HFSC markers, *Lgr5* and *Nfatc1,* first begin to be expressed in hair peg, with complementary patterns to that of *Shh* (Figure 1D). Using *Nfatc1-CreER::Rosa-stop-mTmG* mice (Tian et al., 2014), we found that *Nfatc1*-expressing cells first appear at the upper hair peg and remain relatively dormant there, without actively contributing to HF down growth (Figure 1F). Then, at the end of organogenesis, *Nfatc1*-expressing hair peg cells become the sebaceous gland above bulge and most of the HFSCs (Figure 1D). A second HFSC marker, Lgr5, follows a similar pattern, albeit with different cell fate preferences. Using *Lgr5-GFP-CreER::Rosa-stop-tdTomato* mice (Jaks et al., 2008), we found that *Lgr5*-expressing cells appear first in the middle portion of the hair peg. They eventually become HFSCs in the lower bulge and secondary hair germ cells below the bulge (Figure 1D). The labeling efficiencies of the CreER lines used here were very high; almost all the HFs in the chosen region targeted for quantifications were labeled, and we did not detect any leaky induction in the absence of Tamoxifen injection (Figure 1—figure supplement 2D-G).

Collectively, these results suggest that HFSCs originate from progenitor cells in hair peg that lose *Shh* expression but gain the expression of adult stem cell markers (Figure 1G). The hair peg SC precursors are distinguished from the broader placode and hair germ cells in that they stop further development once they are specified. During subsequent HF down growth, these cells remain dormant in their original position until the end of organogenesis. At that point, they incorporate into the outer layer of the bulge and become HFSCs. This leads to an interesting question: is the reason these cells gain expression of stem cell markers and become dormant due to signals that they receive at the specific upper follicle position?

### Embryonic niche induces hair follicle stem cell fate

We used a two-photon laser to precisely ablate SC precursors in hair peg labeled by *Nfatc1-CreER::Rosa-stop-tdTomato::K14H2BGFP* (Figure 2A,B). Successful and precise cell ablation was achieved without affecting normal development of neighboring HFs (Figure 2—figure supplement 1A) (Rompolas et al., 2012). Following complete ablation of *Nfatc1-CreER-*labeled cells, we observed de novo bulge formation at the end of organogenesis (Figure 2C). The newly formed bulge even had the same number of SCs as the control HFs (Figure 2D). To achieve maximum labeling and ablation efficiency of *Nfatc1*+ cells, we conducted the ablation experiment only in HFs along the anterior-posterior midline of the dorsal tail skin, as this region has the highest Tamoxifen induction efficiency (Figure 2—figure supplement 1B). Under this condition, almost all SCs in neighboring control HFs were tdTomato positive, while the de novo formed SCs in the ablated HFs were all tdTomato negative (Figure 2E). Importantly, the de novo formed HFSCs were functional as indicated by their ability to support HF down growth (Figure 2F-I and Figure 2—figure supplement 1C). These results indicate that niche location in hair peg determines HFSC fate.

**Figure 2.**
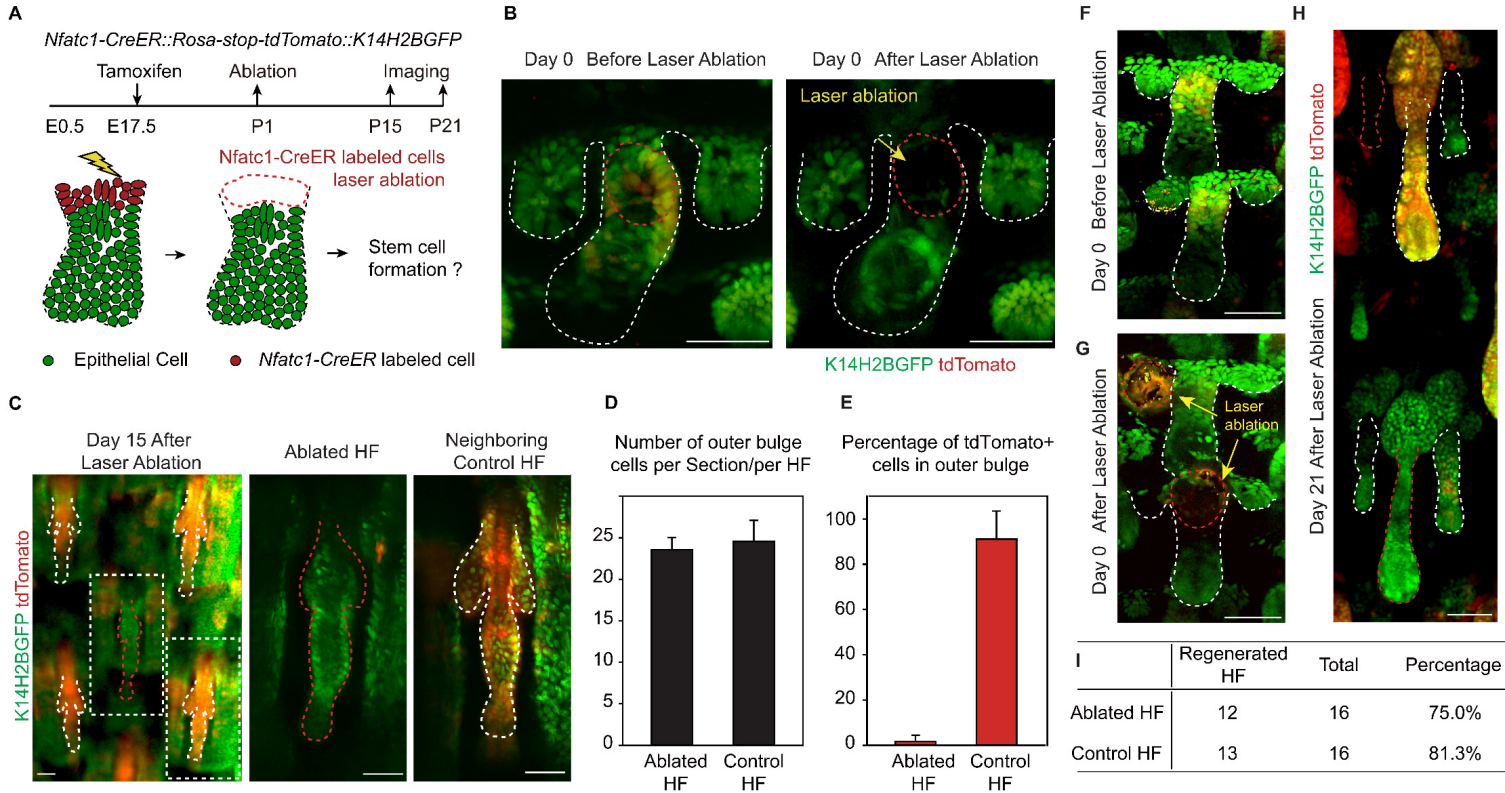
Niche position in the hair peg determines hair follicle stem cell fate. (**A**) Diagram of two-photon-mediated cell ablation experiment using *Nfatc1-CreER::Rosa-stop-tdTomator::K14H2BGFP* mice. (**B**) Representative images of hair follicles before and after cell ablation in a live animal. (**C**) Representative whole-mount images of hair follicles 15 days after cell ablation. Notice that the control hair follicle has tdTomato+ cells in the bulge while the ablated hair follicle has a normal bulge composed of tdTomato- cells. (**D**) Quantification of hair follicle stem cell number at telogen using whole mount samples. N=6 mice, >12 HFs. (**E**) Quantification of percentage of tdTomato+ outer bulge cells at telogen using whole mount samples. N=6 mice, >12 HFs. (**F–H**) Representative images of hair follicles before (**F**), immediately after (**G**), and 21 days after (**H**) cell ablation from the same mouse. Notice that both the control hair follicle and ablated hair follicle enter anagen. (**I**) Quantification of hair follicles that have started regeneration 21 days post cell ablation. N=5. Scale bars: 50 μm **DOI:** http://dx.doi.org/10.7554/eLife.10567.006

**Figure 2—figure supplement 1.**
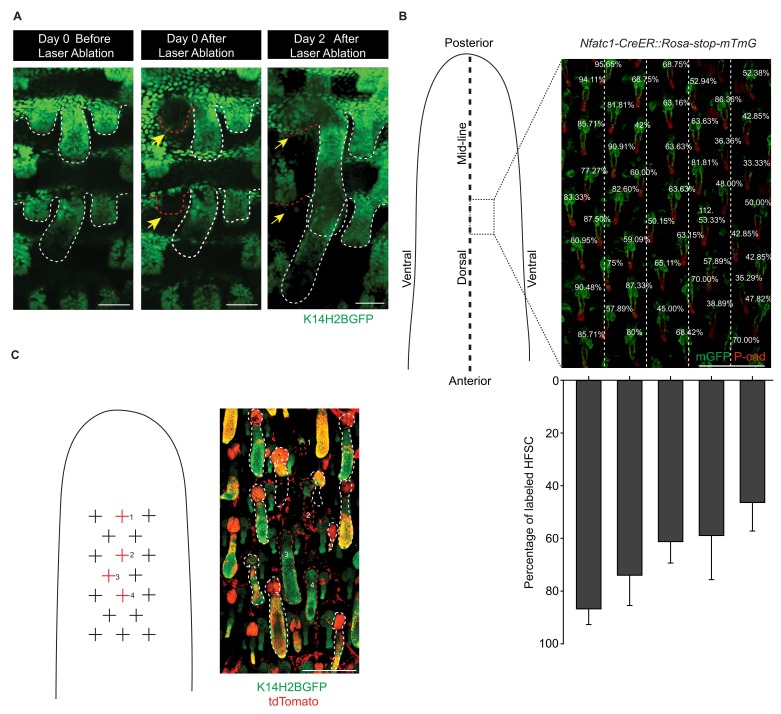
Ablation specificity, Tamoxifen induction efficiency, and whole-mount views of the two-photon-mediated cell ablation experiments. (**A**) Representative images of hair follicles before, immediately after, and 2 days post ablation in the same live mouse. Notice the ablated hair placodes disappear, while the follicles adjacent to them develop normally. Scale bar: 50 µm. (**B**) Whole-mount tail skin image of *Nfatc1-CreER::Rosa-stop-mTmG mice* with lineage tracing starting at the hair peg stage. The percentage of labeled HFSCs decreased along the dorsal-ventral axis starting from the dorsal anterior-posterior midline. Scale bar: 500 µm. (**C**) Whole-mount image of tail skin used for quantification 21 days after ablation. Ablated hair follicles are numbered and highlighted in red. Scale bar: 500 µm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.007

### Attenuated Wnt/β-catenin signaling is uniquely associated with the embryonic niche

To understand the underlying mechanism leading to niche-induced HFSC specification, we profiled the expression of mRNA isolated from purified hair peg cells expressing *Shh* or *Nfatc1* (Figure 3A-C). 

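RNA was sequenced from 2 libraries of Nfatc1+ hair peg cells and 2 libraries of Shh+ hair peg cells. The cells carried tdTomato, a red fluorescent reporter switched on by a CreER recombinase expressed from Nfatc1 or Shh, and K14H2BGFP, a nuclear GFP of epithelial cells. Tamoxifen was given at E15.5, and cells positive for both reporters were sorted at E17.5. The Nfatc1+ and Shh+ cells were released from the skin in different ways. For Nfatc1+ cells, whole back skin was digested in 0.25% trypsin at 37°C for 16 min. For Shh+ cells, the skin was first held in dispase at 0.4 mg/ml for 1 h at 37°C so that the epidermis could be taken off, and the remaining dermis with its hair pegs was digested in trypsin for 10 min. The digestion and the removal of the epidermis went with the population. In these libraries, no difference between Shh+ and Nfatc1+ cells below can therefore be separated from these steps. The paper's in situ staining of Axin2 and Wnt10b was made on sections of fixed skin, without this digestion. The sources used here do not say whether the libraries of a group came from separate animals or litters, so the p-values measure only the spread between these libraries, which may be technical. The authors mapped the reads to the mouse genome (GRCm38/mm10) with TopHat (v2.0.13) and quantified genes with Cufflinks (v2.2.1). The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments, for 23361 genes, and carry no read counts, so the absolute depth is unknown. Relative depth was read from how much 1 fragment was worth in each library among genes below 0.3 FPKM. With Nfatc1+ replicate 1 set to 1, it was 0.927 in Nfatc1+ replicate 2, 0.927 in Shh+ replicate 1 and 0.575 in Shh+ replicate 2, so low values are least precise in Shh+ replicate 2. Genes with a mean of at least 0.5 FPKM over the 4 libraries, 12750 in all, were tested on log2(FPKM + 0.5) with limma. A gene was called higher in a population at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes below are Shh+ minus Nfatc1+ on that scale, which understates the change of low genes, and folds are ratios of mean FPKM. Among 7257 genes at 10 FPKM or more, the log2 difference between replicates had an SD of 0.21 in Nfatc1+ cells and 0.28 in Shh+ cells, against 0.63 for the difference between the groups. The groups did not overlap for 70.7% of the tested genes, where 33.3% is the share that chance gives for 2 libraries against 2. Immediate early and stress genes, a class that tissue digestion can induce, differed with the group. Of 21 such genes, 18 were higher in Nfatc1+ cells and 2, the heat shock genes Hspa8 and Hsph1, were higher in Shh+ cells, with the same counts when adjusted over the list alone. The camera test, with a preset correlation of 0.01 and adjusted over 31 gene lists, gave an adjusted p = 2.68e-05 for the list, and adjusted p = 0.656 with an estimated correlation. The estimated setting rests on 2 residual degrees of freedom and passed no list, so it cannot decide whether a list call holds. The 18 fell to 13 without Shh+ replicate 1, where the calls of Ier2, Ier3, Jun, Jund and Nr4a1 ended (adjusted p = 0.141, 0.145, 0.0675, 0.0537 and 0.0609), and to 15 without Shh+ replicate 2 or Nfatc1+ replicate 2. The call of Hspa8 ended without Nfatc1+ replicate 1 (adjusted p = 0.0656) or 2 (0.112) or Shh+ replicate 1 (0.105), and that of Hsph1 without Nfatc1+ replicate 2 (0.0763). Fos, for example, was at 776 ± 57.7 FPKM in Nfatc1+ cells and 225 ± 24.9 FPKM in Shh+ cells (SD, n = 2). Markers of melanocytes differed within the groups: all 10 measured were higher in replicate 2 than in replicate 1, by a median of 0.92 log2 units in Nfatc1+ cells and 1.71 in Shh+ cells.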

For the purpose of identifying niche-defining factors, we focused on genes associated with extracellular signal paths. 

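Ligand genes of several pathways differed between the populations in both directions. Of 33 measured ligands of the Wnt, Hedgehog, BMP, TGF-β, FGF, Notch and ectodysplasin lists, 14 were higher in Shh+ cells, 11 were higher in Nfatc1+ cells and 8 were not called. At a difference of at least 2-fold, 11 were higher in Shh+ cells and 9 in Nfatc1+ cells. Outside the Wnt family, Shh+ cells had more Ltb (lymphotoxin β; log2 fold change 5.43), Fgf20 (4.14), Bmp2 (3.59), the chemokine Cxcl10 (3.11) and Bmp4 (2.06), besides Shh itself, which was used to mark these cells. Nfatc1+ cells had more Inhbb, which encodes an activin subunit, at 36.6 ± 0.549 FPKM against 5.96 ± 0.419 FPKM in Shh+ cells (SD, n = 2). They also had more of the Notch ligands Dll3 (log2 fold change −2.20) and Dll1 (−1.60) and of Fgf2 (−2.03), Fgf1 (−1.90), Tgfb3 (−1.56) and Tgfb2 (−1.02). All of these passed limma at an adjusted p under 0.05. The ligands were picked out of the pathway lists after the values had been seen, so the counts describe these libraries.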

Rather than identifying signals that were uniquely present in hair peg niche occupying cells (*Nfatc1+* cells), we found signals that were uniquely absent from these cells. 

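Genes of the Wnt pathway differed between the populations in both directions. Of 68 measured Wnt ligands, receptors, transducers and inhibitors, 14 (20.6%) were higher by at least 2-fold in Shh+ cells, against 4.77% of all tested genes. The odds ratio was 5.27 (confidence interval 2.69 to 9.69, p = 3.06e-06 by a two-sided Fisher's exact test, adjusted p = 2.14e-05 over the pathways tested in both directions). They were the ligands Wnt10b, Wnt3, Wnt7a and Wnt2b, the inhibitors Dkk4, Wif1, Notum, Nkd1 and Sfrp5, the Dkk receptor Kremen2, the Frizzled receptor Fzd10, the Wnt agonist Rspo1, and the effectors Lef1 and Ctnnb1. Ctnnb1, which encodes β-catenin and lies on chromosome 9 of GRCm38 from 120929216 to 120960507, was at 1438 ± 54.6 FPKM in Shh+ cells and 566 ± 7.41 FPKM in Nfatc1+ cells (SD, n = 2). Another 12 (17.6%) were higher by at least 2-fold in Nfatc1+ cells, against 5.81% of all tested genes, an odds ratio of 3.51 (confidence interval 1.71 to 6.67, p = 0.000488 by the same exact test, adjusted p = 0.00149). These were Wnt5a and Wnt7b, the receptors Fzd1, Fzd5, Fzd7, Lgr4 and Lgr5, the corepressor Tle2, the inhibitors Sfrp1, Shisa2 and Sostdc1, and Dkk3, a divergent member of the Dkk family.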

Based on DAVID functional gene annotation analysis (Dennis et al., 2003), among genes that were expressed ≥2-fold more in *Shh*+ cells than in *Nfatc1*+ cells, we found that genes of the Wnt signaling pathway were enriched prominently (Figure 3D). 

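Wnt10b had the highest expression of the Wnt ligand genes in Shh+ cells, at 200.8 ± 0.462 FPKM, and was at 14.5 ± 2.46 FPKM in Nfatc1+ cells (SD, n = 2). It lies on chromosome 15 of GRCm38 from 98770712 to 98778150, and its log2 fold change was 3.76 (standard error 0.11, adjusted p = 3.26e-06 from limma). Wnt3, on chromosome 11 from 103774150 to 103817957, was at 43.2 ± 3.90 FPKM in Shh+ cells and 8.17 ± 1.34 FPKM in Nfatc1+ cells. Of 12 measured Wnt ligands, 5 were higher in Shh+ cells (Wnt10b, Wnt3, Wnt7a, Wnt2b and Wnt6) and 3 were higher in Nfatc1+ cells (Wnt5a, Wnt7b and Wnt4), or 7 and 4 when adjusted over the list alone. Wnt5a, a ligand best known outside the β-catenin pathway, was at 25.6 ± 0.557 FPKM in Nfatc1+ cells and 2.79 ± 0.163 FPKM in Shh+ cells, and Wnt7b was at 33.8 ± 0.823 and 14.0 ± 1.49 FPKM. Wnt10a was at 19.1 ± 1.48 FPKM in Nfatc1+ cells and 18.6 ± 1.17 FPKM in Shh+ cells (adjusted p = 0.801). Lef1, a transcription factor of the pathway and one of its targets (chromosome 3, 131110471 to 131224356), was at 86.0 ± 2.21 FPKM in Shh+ cells and 8.17 ± 0.531 FPKM in Nfatc1+ cells, a log2 fold change of 3.32 (standard error 0.08, limma adjusted p = 2.57e-06). Axin2, a target that feeds back on the pathway (chromosome 11, 108920349 to 108950783), was at 39.4 ± 1.89 FPKM in Shh+ cells and 22.4 ± 0.045 FPKM in Nfatc1+ cells, a log2 fold change of 0.80 (standard error 0.07, adjusted p = 0.000193). Apart from Wnt10a, each of these genes had both libraries of one population above both libraries of the other. As a group, the Wnt ligands were not called by the list test (adjusted p = 0.302). The call of Wnt4 ended without Nfatc1+ replicate 2 (limma adjusted p = 0.0566, the highest over the alternatives, from 0.00572). At an unadjusted p under 0.01 and a fold above 2, the form of the paper's threshold, Axin2, Wnt6 and Wnt4 were not called, since each differed by less than 2-fold.

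**Figure D1:**
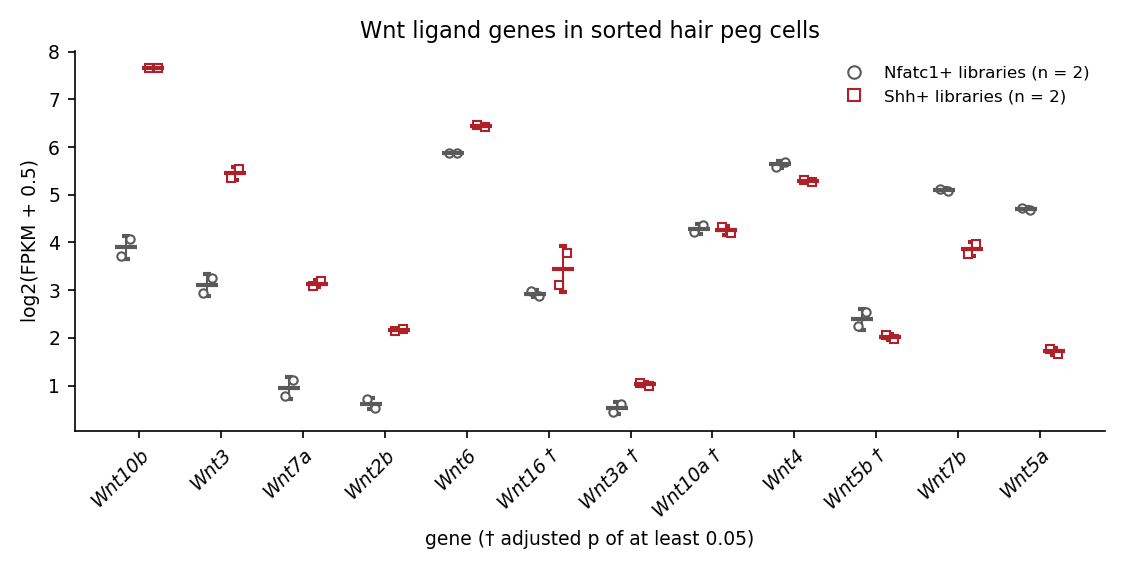
Expression of the 12 measured Wnt ligand genes as log2(FPKM + 0.5) in each library of Nfatc1+ (grey) and Shh+ (red) cells; thick lines are means, bars are SD over the 2 libraries, and a dagger marks genes that did not pass the test. The widest gaps are those of Wnt10b, higher in Shh+ cells, and Wnt5a, higher in Nfatc1+ cells.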

Several canonical Wnts and some well-known Wnt/β-catenin target genes, including *Axin2,* were highly expressed in *Shh*+ cells (Figure 3—figure supplement 1, Figure 3—source data 1). Using either real-time PCR or in situ hybridization, we confirmed that *Axin2, Wnt10b, Wnt3,* and *Lef1* were all expressed at higher levels in *Shh+* cells than in *Nfatc1*+ hair peg cells (Figure 3E-G). We then used *TOPGAL* Wnt/β-catenin signal reporter mice to validate the patterns we had observed. Starting in the placode stage and persisting through to subsequent development stages, *Shh+* cells showed consistent co-localization with β-gal+ cells (Figure 3H). These results suggest that the hair peg niche position is associated with an absence of Wnt/β-catenin signaling.

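Most Wnt/β-catenin target genes were higher in Shh+ cells, and a few were higher in Nfatc1+ cells. Of 21 measured target genes, from a list written after the paper's table for these libraries had been opened, 12 were higher in Shh+ cells and 4 in Nfatc1+ cells (13 and 5 when adjusted over the list alone). The largest differences toward Shh+ cells were those of Dkk4 (log2 fold change 6.11), Fgf20 (4.14) and Wif1 (3.70), followed by Lef1, Notum (3.31) and Sp5 (3.21). Notum, an enzyme that inactivates Wnt ligands, was at 17.3 ± 0.988 FPKM in Shh+ cells and 1.29 ± 0.134 FPKM in Nfatc1+ cells (SD, n = 2), and Sp5, a transcription factor, was at 15.3 ± 0.730 and 1.22 ± 0.228 FPKM. Edar (2.69), Nkd1, Tcf7 (0.85) and Axin2 were also higher in Shh+ cells. Lgr5, a stem cell receptor for R-spondins, was at 44.5 ± 2.16 FPKM in Nfatc1+ cells and 3.63 ± 0.349 FPKM in Shh+ cells, 12.3-fold higher in Nfatc1+ cells. The other targets higher there were the adhesion receptor gene Cd44 (6.63-fold), Fzd7 (3.89-fold) and Rnf43 (1.22-fold). The call of Rnf43 ended without Nfatc1+ replicate 1 (adjusted p = 0.144) or 2 (0.0887) or Shh+ replicate 1 (0.114). Ccnd1, Myc, Apcdd1, Bambi and Nkd2 were not called; without Nfatc1+ replicate 2, Myc was called higher in Shh+ cells (0.00971) and Apcdd1 in Nfatc1+ cells (0.0199), and without Shh+ replicate 1, Ccnd1 in Nfatc1+ cells (0.0133). The list as a whole was higher in Shh+ cells (camera adjusted p = 0.00783). With an estimated correlation, which rests on 2 residual degrees of freedom, its adjusted p was 0.638. From the expression of Wnts and target genes in Shh+ cells, its PCR and in situ results and the overlap of Shh+ cells with the TOPGAL reporter, the paper proposes that the position of the hair peg niche goes with an absence of Wnt/β-catenin signaling.

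**Figure D2:**
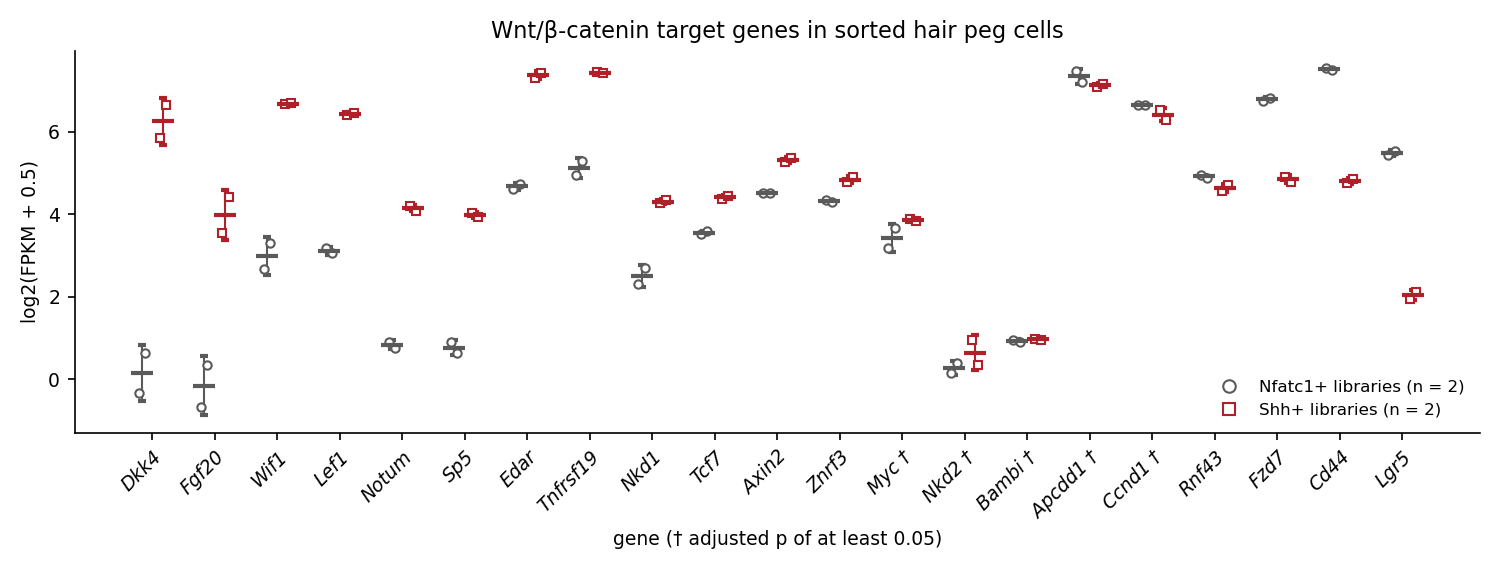
Expression of the 21 measured Wnt/β-catenin target genes as log2(FPKM + 0.5) in each library of Nfatc1+ (grey) and Shh+ (red) cells, in order of their log2 fold change; thick lines are means, bars are SD over the 2 libraries, and a dagger marks genes that did not pass the test. The 12 genes on the left are higher in Shh+ cells, and the 4 on the right are higher in Nfatc1+ cells.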

**Figure 3.**
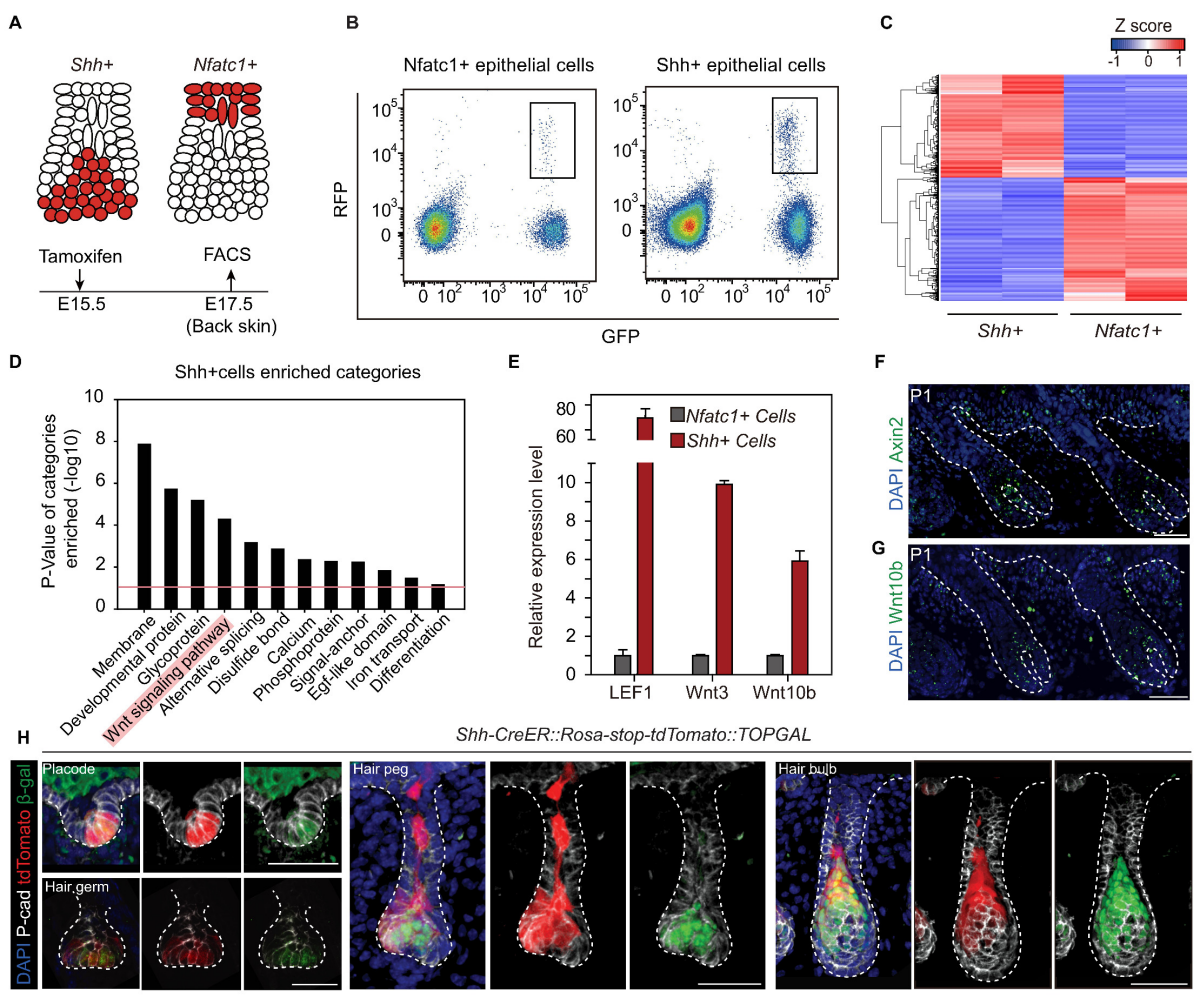
Unbiased RNA-seq analysis reveals factors that define the hair peg niche. (**A**) Diagram of the FACS experiments using *Nfatc1- and Shh-CreER::Rosa-stop tdTomato::K14H2BGFP mice.* (**B**) FACS isolation of distinct GFP+RFP+ populations to obtain *Shh+* and *Nfatc1+* epithelial cells. (**C**) Unsupervised hierarchical clustering and heat map display of genes that were differentially expressed between *Shh+* cells and *Nfatc1+* cells. N=2 (**D**) Gene Ontology analysis of ≥2-fold up-regulated genes in *Shh+* cells compared to *Nfatc1+* cells. The Wnt signaling pathway is highlighted. (**E**) Validation of differentially expressed genes using qPCR. N=3. (**F–G**) In situ staining of *Axin2* (**F**) and *Wnt10b* (**G**) in developing hair follicles. (**H**) *Shh+* cells are Wnt/β-catenin signal responsive cells. *Shh* expression was represented by tdTomato in *Shh-CreER::Rosa-stop-tdTomato* mice. Wnt/β-catenin-responsive cells were detected by β-gal staining in *TOPGAL* mice. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.008 10.7554/eLife.10567.009Figure 3—source data 1.RNA-seq results of differentially expressed genes between Nfatc1+ and Shh+ cells.Genes with significantly different expression levels (p<0.01 and log2FC>1) between the *Nfatc1+* and *Shh+* cells were chosen for further analysis. N=2.**DOI:** http://dx.doi.org/10.7554/eLife.10567.009

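Genes of several skin cell types separated the populations. At a fold of at least 2, 608 genes were higher in Shh+ cells and 741 were higher in Nfatc1+ cells. Of 13 measured sebaceous gland genes, 10 were higher in Nfatc1+ cells, among them the lipoprotein lipase gene Lpl, at 20.6 ± 1.97 FPKM against 0.944 ± 0.188 FPKM in Shh+ cells (SD, n = 2), Pparg (log2 fold change −4.27) and the desaturase gene Scd1 (−2.38). Another 1 was higher in Shh+ cells, a count that was 0 without Nfatc1+ replicate 1 or Shh+ replicate 1 and 2 without Shh+ replicate 2. Of 12 Merkel cell genes, 10 were higher in Nfatc1+ cells and none in Shh+ cells, including the transcription factor genes Atoh1 (28.7-fold) and Pou4f3 (22.6-fold, and 41.6-fold without Shh+ replicate 2). The 2 that were not called, named after their values were seen, were Krt18 and Chga, and Chga was called without Shh+ replicate 1 (adjusted p = 0.0377). Of 14 basal epidermal genes, 11 were higher in Nfatc1+ cells, such as Itga6 (log2 fold change −1.69), Col17a1 (−1.31) and Krt15 (−1.15), and 1 was higher in Shh+ cells. Of 18 genes of the placode and the lower follicle, 11 were higher in Shh+ cells, including Wnt10b, Bmp2 and Lef1, and 3 were higher in Nfatc1+ cells (Sostdc1, Hoxc13 and Ctgf). The call of Ctgf ended without Nfatc1+ replicate 2 (adjusted p = 0.157) or Shh+ replicate 1 (0.186). Of 14 differentiated epidermal genes, 7 were higher in Shh+ cells, such as Lor (3.17), Grhl3 (2.46) and Krt10 (0.81), and 4 were higher in Nfatc1+ cells, such as Krtdap (−0.98), or 6 and 2 without Nfatc1+ replicate 2. Adjusted over the list alone, the counts higher in Shh+ and in Nfatc1+ cells were 2 and 10 for sebaceous, 0 and 11 for Merkel, 2 and 11 for basal, 11 and 3 for placode and 7 and 4 for differentiated epidermal genes. The camera test called the sebaceous (adjusted p = 0.000442), Merkel (1.21e-06), basal (0.000796) and placode lists (0.00199) but not the differentiated epidermal list (0.302). For the called lists the adjusted p was 0.656, 0.656, 0.585 and 0.656 with an estimated correlation. The placode list shares 4 genes with the Wnt/β-catenin targets, and its adjusted p was 0.00783 without Shh, an alternative chosen after seeing the data. The Nfatc1+ libraries in which the sebaceous, Merkel and basal genes were higher also had more of the immediate early gene Fosb, at 104.6 ± 31.4 FPKM against 22.6 ± 0.0844 FPKM. Among single genes, the largest differences toward Shh+ cells were those of Dkk4, Crym, which encodes a thyroid hormone-binding protein, Ltb, Cd74 (5.34), Slc14a1 (5.18), Ascl4 (4.89), Madcam1 (4.82), Ildr2 (4.77), Kcnip1 (4.72) and Nnat (4.69). Toward Nfatc1+ cells they included Snora28 (−6.93), Gm973 (−5.14), Gm6537 (−4.92, but −4.30 without Shh+ replicate 1 and −5.55 without Shh+ replicate 2), Scrg1 (−4.92), Lmcd1 (−4.78), Cyp2g1 (−4.68), Serpina9 (−4.51), Pcp4 (−4.45) and Dio2 (−4.44). Snora28, a small nucleolar RNA gene, and Cyp2g1 were listed at 0 in both Shh+ libraries. Of the 13 genes that were at 0 in some library and above 20 FPKM in another, 11 were small nucleolar RNA genes, so a 0 in this class may be a failed estimate.

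**Figure D3:**
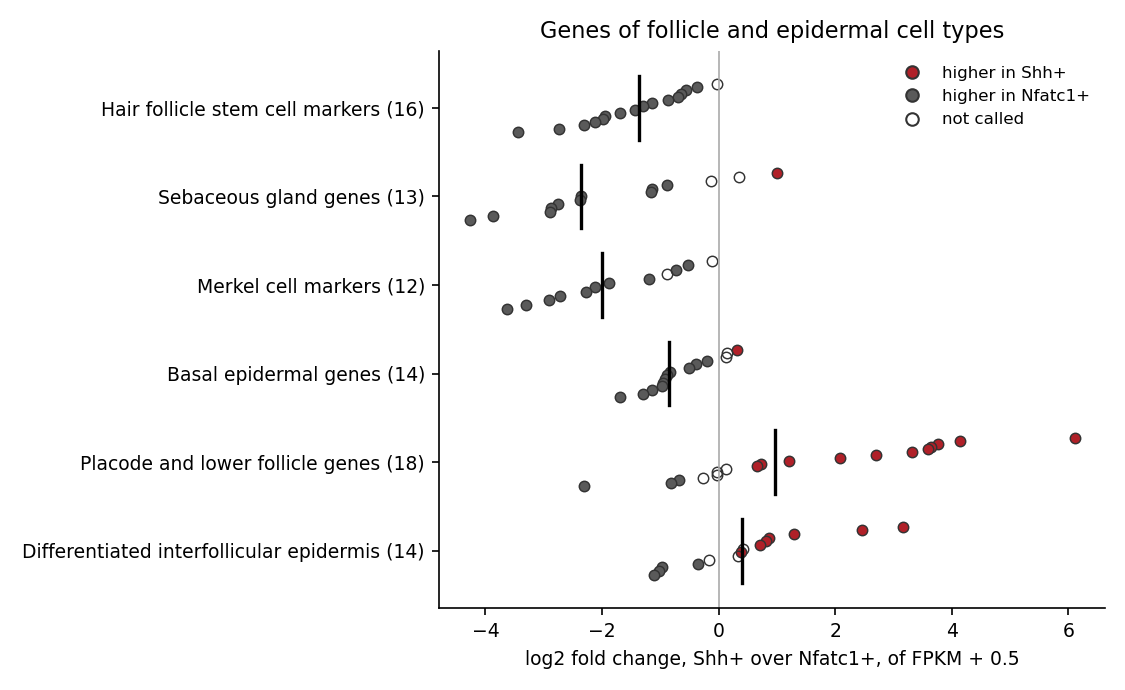
Log2 fold change of FPKM + 0.5, Shh+ over Nfatc1+, of each measured gene of 6 cell type lists, with the number of measured genes in parentheses; red, grey and open circles are genes higher in Shh+ cells, higher in Nfatc1+ cells and not called, and black lines are medians. Stem cell, sebaceous, Merkel and basal genes lie mostly to the left, and genes of the placode and lower follicle mostly to the right.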

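The genes of this table and those called from the deposited FPKM overlapped widely. The paper's table lists 1391 genes, 630 of them higher in Shh+ cells and 761 higher in Nfatc1+ cells. All 1391 were tested here and had the same direction, 1372 were called by limma, and 1177 were also at least 2-fold different on the log2(FPKM + 0.5) scale. A further 172 genes were called at that fold here and are not in the paper's table. The FPKM printed in the table were 0.9878 times the deposited FPKM in every library, so the folds are unchanged by this factor.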

**Figure 3—figure supplement 1.**
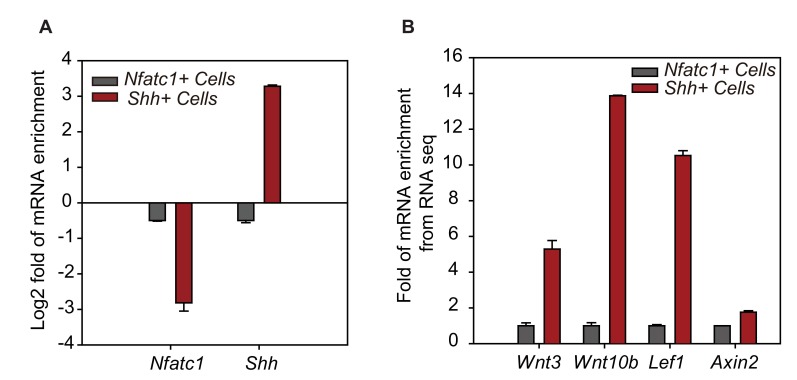
RNA seq results of representative genes from different populations. (**A**) RNA seq results of *Nfact1* and *Shh* from different populations. N=2 (**B**) Fold enrichment of canonical Wnt pathway genes from the RNA-seq results. N=2. **DOI:** http://dx.doi.org/10.7554/eLife.10567.010

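Shh and Nfatc1, the genes whose promoters marked the sorted cells, each had the higher expression in the cells named for them, which checks the labels of the libraries and is no finding of its own. Shh, on chromosome 5 of GRCm38 from 28456815 to 28467256, was at 144 ± 0.537 FPKM in Shh+ cells and 11.1 ± 0.877 FPKM in Nfatc1+ cells (SD, n = 2). Nfatc1, on chromosome 18 from 80606205 to 80713071, was at 22.7 ± 3.65 FPKM in Shh+ cells and 114 ± 2.69 FPKM in Nfatc1+ cells. Markers of hair follicle stem cells went with Nfatc1: 15 of 16 measured markers were higher in Nfatc1+ cells and none was higher in Shh+ cells, with the same counts when adjusted over the list alone. They included Tbx1 (log2 fold change −2.74), Lrig1 (−2.12), Gas1 (−1.99) and Foxc1 (−1.95). Sox9, a regulator of stem cell specification on chromosome 11 from 112782224 to 112787760, was at 94.4 ± 3.44 FPKM in Nfatc1+ and 34.7 ± 4.31 FPKM in Shh+ cells (log2 fold change −1.44, standard error 0.09, adjusted p = 4.77e-05 from limma). Cd34, a marker of the adult bulge, was low in both, at 1.93 ± 0.638 and 0.804 ± 0.036 FPKM (limma adjusted p = 0.0255). Its call ended without Nfatc1+ replicate 2 (0.147), without Shh+ replicate 1 (0.074) or 2 (0.0862), with no filter on low values (0.0501) and at an unadjusted p under 0.01 and a fold above 2, over alternatives that ranged from 0.0171 to 0.147. Lhx2 was the 1 marker not called, at 230.2 ± 0.511 FPKM in Nfatc1+ cells and 225 ± 18.7 FPKM in Shh+ cells (adjusted p = 0.722). The marker list was higher in Nfatc1+ cells (camera adjusted p = 3.5e-08), also without Nfatc1 itself (1.52e-07, an alternative chosen after seeing the data), but not called with adjusted p = 0.585 with an estimated correlation. Of its members, 3 are also in the basal epidermal list. The immediate early gene Egr1 was higher in the same Nfatc1+ libraries, at 721 ± 47.2 FPKM against 279.8 ± 20 FPKM.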

To directly test whether or not attenuated Wnt/β-catenin signaling in epithelial cells was correlated with HFSC specification at the hair peg stage, we conducted experiments with *Axin2-CreER::Rosa-stop-mTmG* mice (Lim et al., 2013). As expected, Wnt/β-catenin signal responsive cells in placode give rise to most of the HFSCs (Figure 4A,B) (Huelsken et al., 2001). This clear correlation at the placode stage was dramatically decreased at the hair germ stage, and even further decreased at the hair peg stage. Only a very small proportion of HFSCs came from *Axin2+* hair peg cells; the majority of HFSCs came from *Axin2-* hair peg cells (Figure 4A,B). This suggests that from the placode stage to the hair peg stage, cells that maintain active Wnt/β-catenin signaling have dramatically decreased potential to form HFSC.

**Figure 4.**
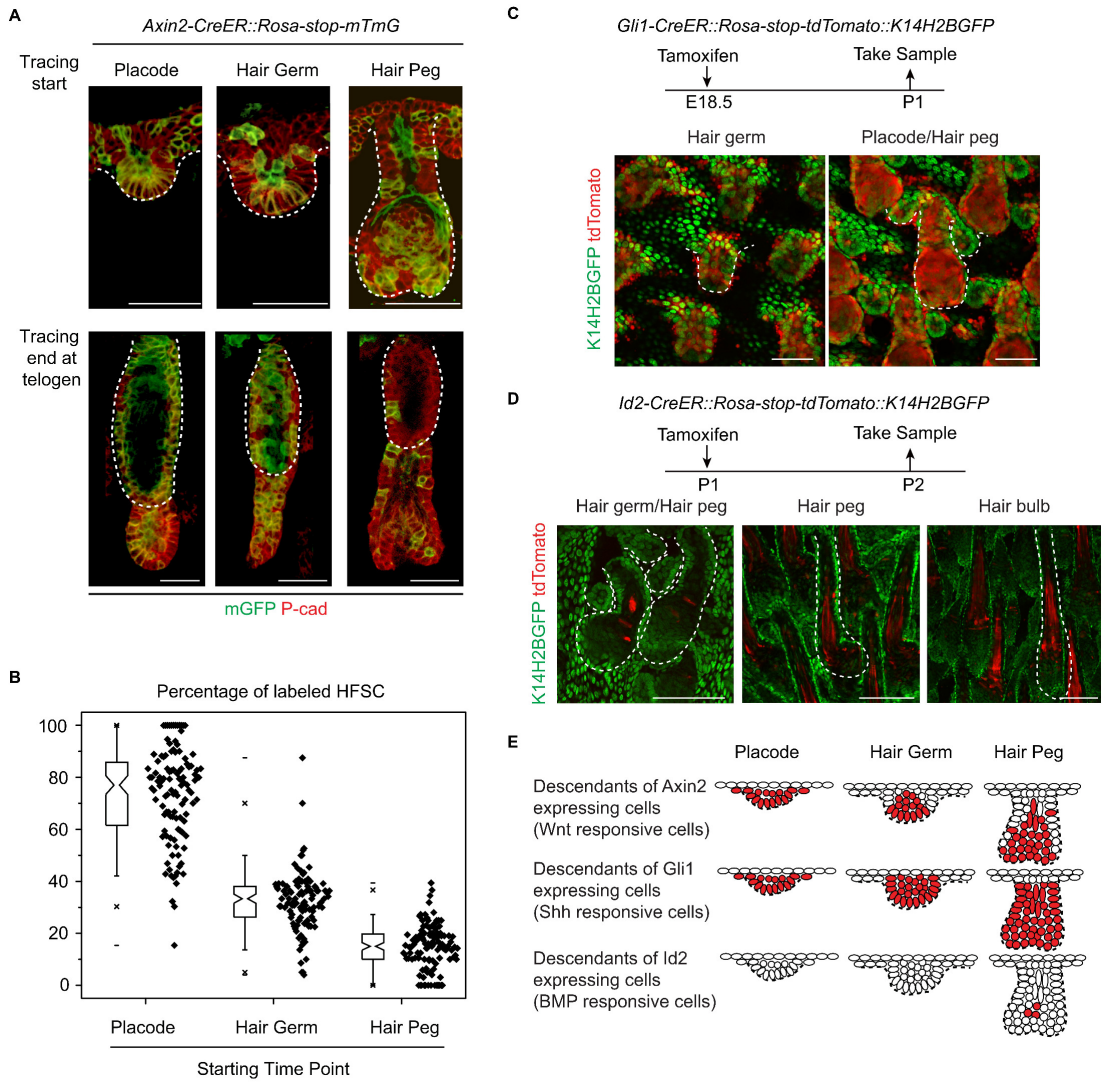
Attenuated Wnt/β-catenin signaling is uniquely associated with hair follicle stem cell specification. (**A–B**) Lineage tracing with *Axin2CreER::Rosa-stop-mTmG* mice. N=5 mice, >120 HFs. (**C**) Descendants of Gli1+ cells were represented by the expression of tdTomato in *Gli1-CreER::Rosa-stop-tdTomato::K14H2BGFP* mice. Note that Gli1+ descendants are located in almost all the hair follicle cells at the placode, hair germ, and hair peg stages. (**D**) Descendants of Id2+ cells were represented by the expression of tdTomato in *Id2-CreER::Rosa-stop-tdTomato::K14H2BGFP* mice. Note that Id2+ descendants were only located at the hair bulb stage matrix and pre-cortex area. (**E**) Diagram summarizing the descendants of the Wnt-, Shh-, and BMP-signal responsive cells at different early developmental stages. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.011

During HF down growth, several signaling pathways are known to be involved in promoting the differentiation or changes in cell fates (Millar, 2002). Although the Wnt/β-catenin signaling pathway is the only such pathway identified from our RNA-seq results, we checked to see if similar associations existed for other pathways. 

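Signaling lists other than Wnt also differed between Shh+ and Nfatc1+ cells. The EDA list, the ectodysplasin pathway that acts through the receptor Edar and NF-κB, had 11 of 14 measured genes higher in Shh+ cells and none higher in Nfatc1+ cells, with the same counts when adjusted over the list alone. Edar was at 165 ± 10.8 FPKM in Shh+ cells and 25.1 ± 1.67 FPKM in Nfatc1+ cells (SD, n = 2), and Madcam1, Ltb and Cxcl10 were higher in Shh+ cells with it. The ligand gene Eda was at 2.19 ± 0.0487 FPKM in Shh+ cells and 2.48 ± 0.6 FPKM in Nfatc1+ cells (adjusted p = 0.606 from limma). Of 17 FGF genes, 7 were higher in Shh+ cells, among them Fgf20 and the feedback and effector genes Dusp6 (log2 fold change 2.23), Spry1 (1.76), Etv5 (1.52), Spry4 (1.48) and Etv4 (1.19). Another 7 were higher in Nfatc1+ cells, among them Fgf1, Fgf2 and the receptor genes Fgfr2 (−0.64) and Fgfr3 (−0.47), and the median of the list was −0.11 while its mean was 0.34. Of 20 BMP genes, 8 were higher in Shh+ cells, including Bmp2, Bmp4 and the response genes Id2 (1.23) and Id3 (1.35), and 4 were higher in Nfatc1+ cells, including the antagonist gene Fst (−3.22) and Id4 (−2.90). Of 16 Hedgehog genes, 4 were higher in Shh+ cells and 7 were higher in Nfatc1+ cells, including the coreceptor genes Gas1, Boc and Cdon. Without Nfatc1+ replicate 2 the counts were 3 and 4, and Cdon was among those whose call ended (adjusted p = 0.0569). The response gene Gli1 was at 140.1 ± 5.86 FPKM in Shh+ cells and 124.5 ± 0.343 FPKM in Nfatc1+ cells (limma adjusted p = 0.061, and 0.0404 with upper-quartile scaling, in a range up to 0.202 over the alternatives). Of 19 genes of the TGF-β and activin list, 8 were higher in Nfatc1+ cells, such as Tgfbi (−3.19) and Tgfbr2 (−1.24), and 2 in Shh+ cells. Of 19 Notch genes, 7 were higher in Shh+ cells, such as Notch3 (1.61), and 4 in Nfatc1+ cells, such as Jag2 (−0.82). Of 42 Wnt receptors and transducers, 10 were higher in Shh+ and 14 in Nfatc1+ cells. Adjusted over the list alone, only the Hedgehog count in Shh+ cells (5) and the Wnt receptor count in Nfatc1+ cells (15) differed from these. The camera test called the EDA list (adjusted p = 7.48e-07) and the TGF-β list (0.0402), but adjusted p = 0.585 and 0.656 with an estimated correlation. The Hedgehog, BMP, FGF, Notch and Wnt receptor lists were not called (adjusted p = 0.619, 0.522, 0.833, 0.522 and 0.522), nor was the Hedgehog list without Shh (0.379, chosen after seeing the data). Without the 4 genes that the EDA list shares with the Wnt/β-catenin targets, an alternative chosen after seeing the data, its adjusted p was 0.000145. Among genes at least 2-fold higher in Shh+ cells, Fisher's exact test gave an odds ratio of 36.4 for EDA (adjusted p = 2.72e-08), 14.1 for FGF (3.23e-05) and 6.7 for BMP genes (0.00483), and was not passed by Hedgehog (0.274), TGF-β (1) or Notch genes (0.706). Among genes at least 2-fold higher in Nfatc1+ cells it gave 7.53 for TGF-β genes (0.00149). The exact test kept the genes shared with the Wnt/β-catenin targets, and the EDA, FGF and BMP lists count response genes. Its odds ratios for these lists therefore cannot be ranked against that of the Wnt pathway. The TGF-β list test was not called without Nfatc1+ replicate 2 (0.0654) or with no filter on low values (0.0606), in a range from 0.0202 over the alternatives.

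**Figure D4:**
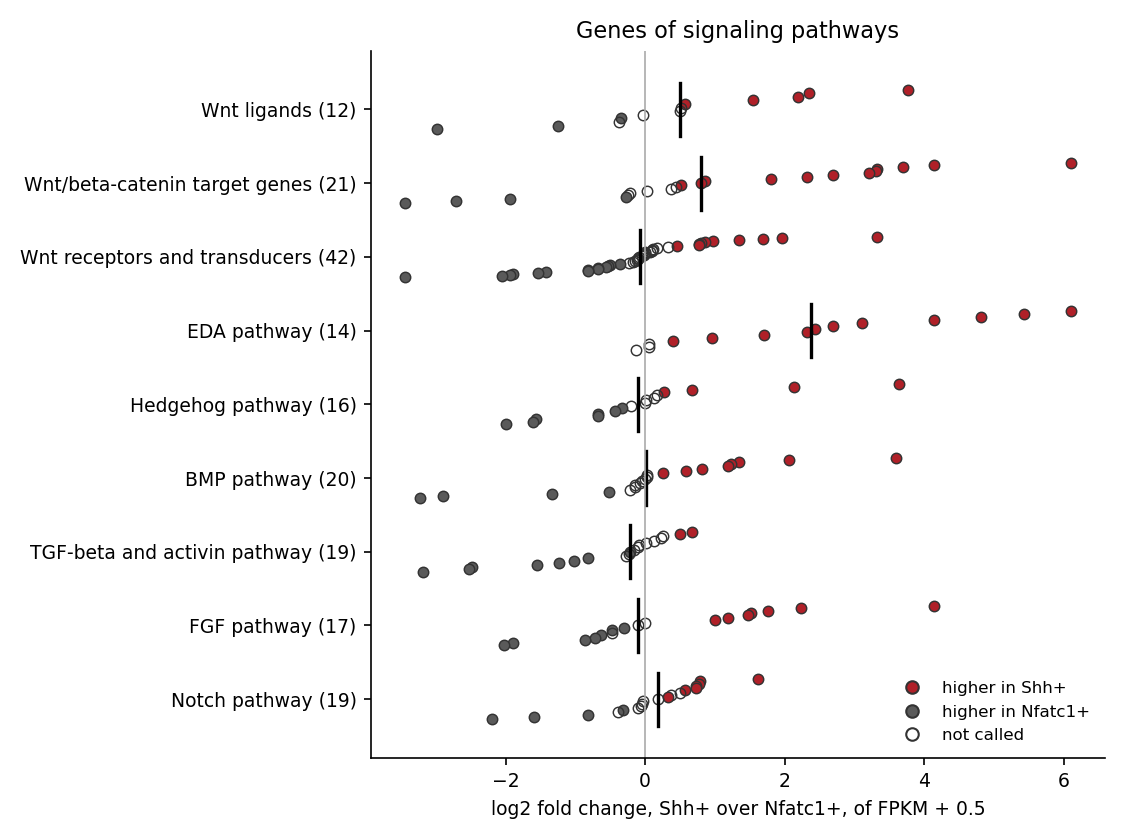
Log2 fold change of FPKM + 0.5, Shh+ over Nfatc1+, of each measured gene of 9 signaling lists, with the number of measured genes in parentheses; red, grey and open circles are genes higher in Shh+ cells, higher in Nfatc1+ cells and not called, and black lines are medians. The EDA list has its median at 2.38 and no gene called toward Nfatc1+ cells.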

We used *Gli1-CreER::Rosa-stop-mTmG* mice to detect descendents of Shh signal-responsive cells and *Id2-CreER::Rosa-stop-mTmG* mice to detect descendents of BMP signal-responsive cells (Ahn and Joyner, 2004; Rawlins et al., 2009). Almost all the HF cells were *Gli1+* in all the early developmental stages examined (Figure 4C). *Id2* only became active in terminally differentiated hair bulb cells after future HFSC fate had been specified (Figure 4D). The results from these experiments indicate that attenuated Wnt/β-catenin signaling is uniquely associated with the HFSC-inducing niche location in hair peg (Figure 4E).

### Elevated Wnt/β-catenin signaling abolishes HFSC specification and suppresses *Sox9* expression

To investigate whether the observed correlation of attenuated Wnt/β-catenin signaling with HFSC specification is a functional requirement, we increased Wnt/β-catenin signaling in cells occupying hair peg niche position to see if that would affect HFSC specification. This was achieved by using *Nfatc1-CreER::Exon3-Ctnnb1^fl/wt^* mice (Harada et al., 1999). Activation of canonical Wnt/β-catenin signaling in *Nfatc1*+ cells was confirmed by nuclear β-catenin staining (Figure 5A,B). Initial HF development was normal in *exon3-Ctnnb1* heterozygous (Het) mice. However, after morphogenesis, rather than entering a new hair cycle like the WT, the hair shafts of Het mice were shed (Figure 5—figure supplement 1A,B). Section staining revealed that bulge formation was completely abolished in *exon3-Ctnnb1* Het mice. There were disorganized Keratin6+ cells where the bulge should have been, but there were no cells expressing the HFSC markers CD34 or Sox9 (Figure 5C-E). Thus, when Wnt/β-catenin signaling was increased in hair peg niche-occupying cells, neither HFSCs nor the bulge niche formed at the end of organogenesis.

**Figure 5.**
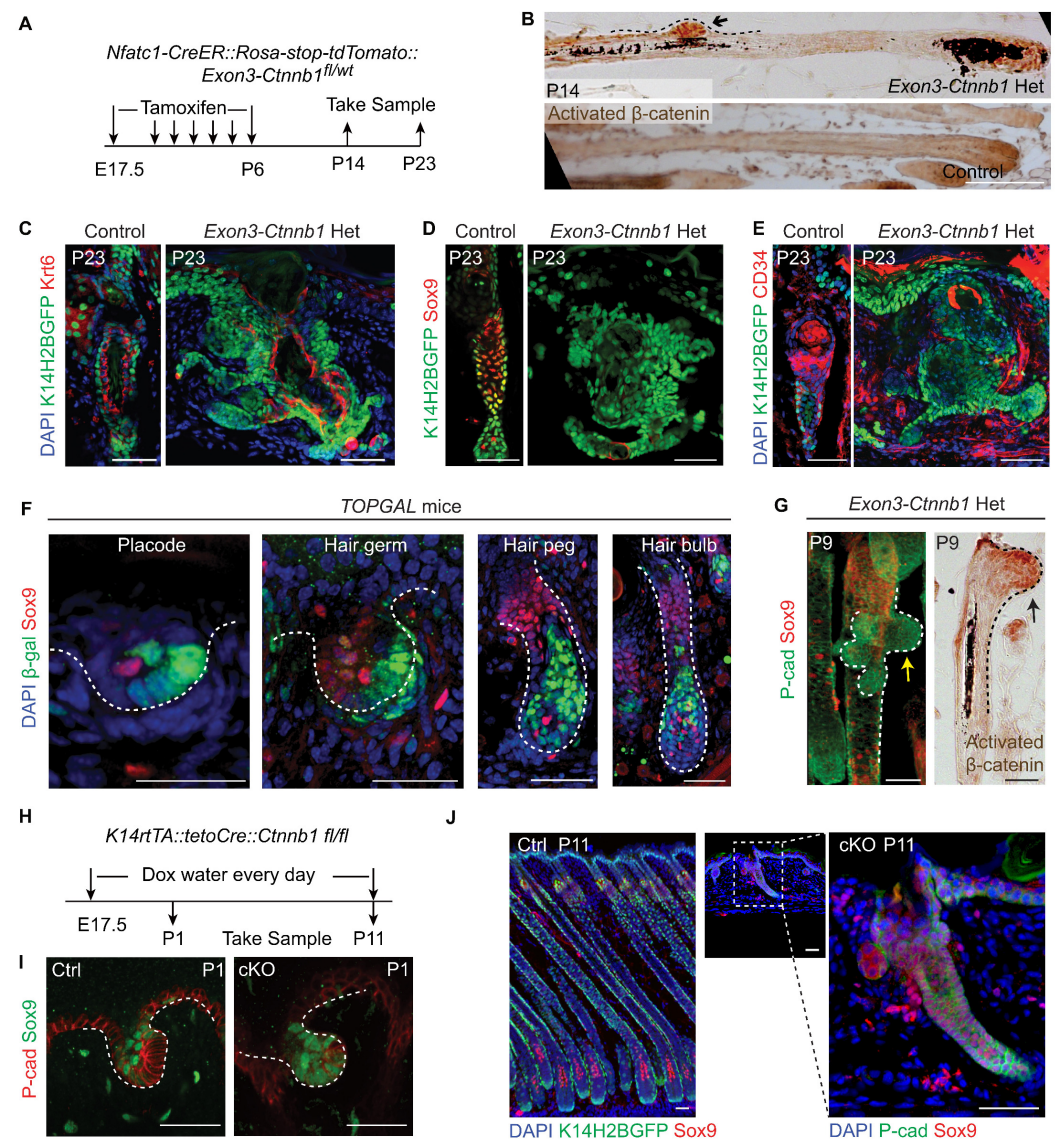
Elevated Wnt/β-catenin signaling abolishes hair follicle stem cell specification and suppresses Sox9 expression in hair follicles. (**A**) Diagram of the experiments using *Nfatc1-CreER::Rosa-stop-tdTomato::Exon3-Ctnnb1^fl/wt^* mice. (**B**) Nuclear β-catenin staining indicates successful activation of Wnt/β-catenin signaling in upper hair follicle. (**C–E**) Abolished bulge niche formation and hair follicle stem cell specification in *exon3-Ctnnb1* Het HFs compared to WT HFs. Krt6 (**C**) is a marker for inner layer bulge cells serving as a niche that can maintain quiescence for outer layer HFSCs. Sox9 (**D**) and CD34 (**E**) are adult hair follicle stem cell markers. (**F**) Wnt/β-catenin signal responsive cells, represented by β-gal positive cells in *TOPGAL* mice, do not express *Sox9* during normal development. (**G**) Activation of Wnt/β-catenin signaling suppresses *Sox9* expression in vivo. The arrows point to protrusions resulting from elevated Wnt/β-catenin signaling in *exon3-Ctnnb1* Het HFs. (**H**) Diagram of the experiments using *K14-rtTA::teto-Cre::Ctnnb1^fl/fl^* mice. β-catenin is conditionally deleted in epithelial cells by feeding mice with Doxycyclin from E17.5 to P11. Samples were taken at P1 and P11. (**I–J**) Loss of Wnt/β-catenin signaling leads to expanded *Sox9* expression in HFs at both the hair germ stage (**I**) and in postnatal skin (**J**). Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.012

**Figure 5—figure supplement 1.**
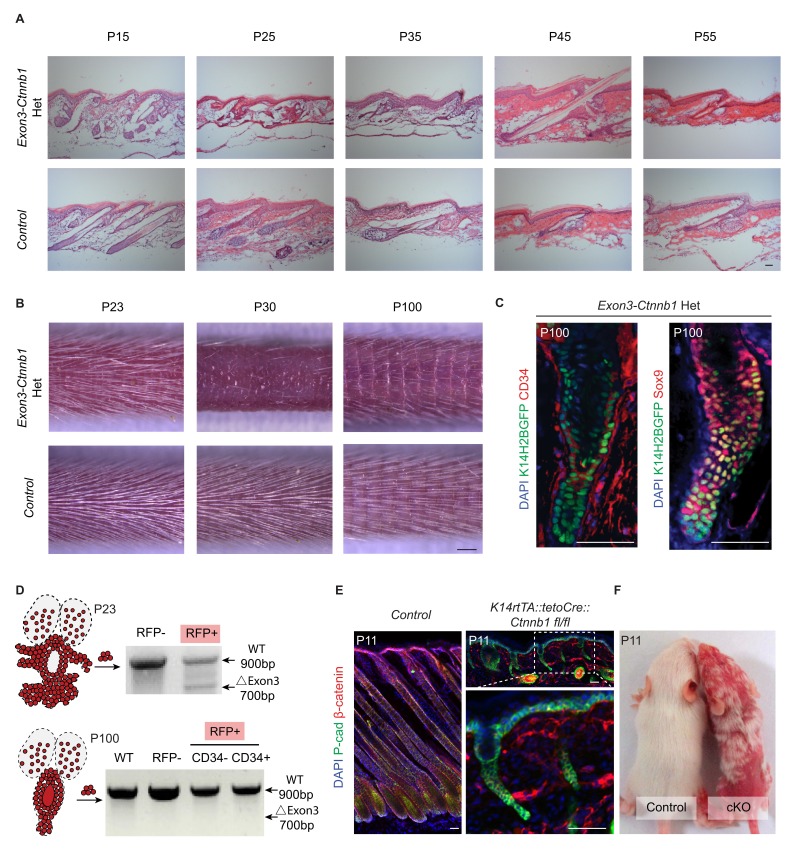
Effects of both gain and loss of function studies targeting Wnt/β-catenin signaling in skin. (**A**) Hematoxylin and eosin (H&E) staining of exon3-*Ctnnb1* Het and control tail skin sections from P15 to P55. Control hair follicles enter into the first anagen from P15 to P25. E*xon3-Ctnnb1* Het follicles enter into anagen around P45. Afterwards they return to telogen at P55, and new bulge structures reform. Scale bar: 50 µm. (**B**) Tail skin hair coats of control and *exon3-Ctnnb1* Het mice at different time points. Notice in Het mice the disappearance of the hair coat at P30 and its reappearance at P100. Scale bar: 1 mm. (**C**) De novo formation of a normal niche in *exon3-Ctnnb1* Het mice at P100. Note the recovered expression of the stem cell markers CD34 and Sox9; scale bar: 50 µm. (**D**) Spontaneous disappearance of *exon3-Ctnnb1* Het-expressing cells shown by genotyping of isolated cells at different time points. (**E**) Conditional ablation of epithelium β-catenin leads to hair follicle development defects. β-catenin can be detected in the control mice but not in the epithelia of knockout mice. Scale bar: 50 µm. (**F**) Hair coat differences between WT and β-catenin cKO mice at P11. **DOI:** http://dx.doi.org/10.7554/eLife.10567.013

Interestingly, with increased time, the *exon3-Ctnnb1* Het mice started to generate new hair coats with normal bulges and HFSCs that expressed CD34 and Sox9 (Figure 5—figure supplement 1A-C). Cells expressing *exon3-Ctnnb1* have spontaneously disappeared from HFs, and the remaining mosaic WT cells organized into a de novo niche after entering the normal hair cycle process (Figure 5—figure supplement 1D). These observation further supports our conclusion that attenuated Wnt/β-catenin signaling is required for HFSC fate specification.

It is intriguing that Sox9 expression is not present in cells with elevated Wnt/β-catenin signaling. Sox9 is known to be an essential intrinsic factor that is required for HFSC formation. Ablation of epithelial *Sox9* completely blocks HFSC specification (Nowak et al., 2008). To determine if the canonical Wnt signal suppresses Sox9 expression in HFs, first we observed that in normal developing HFs, Sox9 expressing cells and Wnt/β-catenin signal responsive cells are mutually exclusive (Figure 5F). Second, soon after activation of Wnt/β-catenin signaling in *Nfatc1+* cells, we observed small protrusions from HFs that were positive for nuclear β-catenin. Sox9 expression in these small protrusions was completely absent, while cells immediately next to these protrusions express Sox9 (Figure 5G). Lastly, in the Wnt/β-catenin loss of function mutant (*K14-rtTA::teto-Cre::Ctnnb1^fl/fl^*) (Nguyen et al., 2006; Perl et al., 2002), HF development is defective but Sox9 expression is expanded to the extent that all remaining cells in HFs express Sox9 (Figure 5H-J). These results suggest that the Wnt/β-catenin signaling suppresses Sox9 expression in HFs. Given that the loss of Sox9 expression completely blocks HFSC specification, the requirement for attenuation of Wnt/β-catenin signaling as a prerequisite for HFSC specification is related to enabling Sox9 expression. It is noteworthy that hair shaft formation is aborted in *K14-rtTA::teto-Cre::Ctnnb1^fl/fl^* mice (Figure 5—figure supplement 1E,F). This indicates that epithelial Wnt/β-catenin signaling is required for progenitor cell differentiation, and may further explain why activation of Wnt/β-catenin signaling prevents HFSC formation.

### Embryonic Wnt/β-catenin signaling decreases long-term potential of hair follicle stem cells

Given that attenuated Wnt/β-catenin signaling is required for HFSC specification, it was puzzling to observe that a small portion of HFSCs originated from *Axin2+* hair peg cells (Figure 4A,B). This suggests that there are two origins of HFSCs: a small portion of HFSCs come from hair peg cells maintaining active Wnt/β-catenin signaling, while the majority HFSCs come from progenitor cells with attenuated Wnt/β-catenin signaling in hair peg. To investigate the long-term consequences of this heterogeneity, we followed the fates of HFSCs from the two different origins through multiple hair cycles; the Wnt/β-catenin signal positive origin was represented by the *Axin+* lineage while the Wnt/β-catenin signal negative origin was represented by the *Sox9+* lineage (Figure 6A).

**Figure 6.**
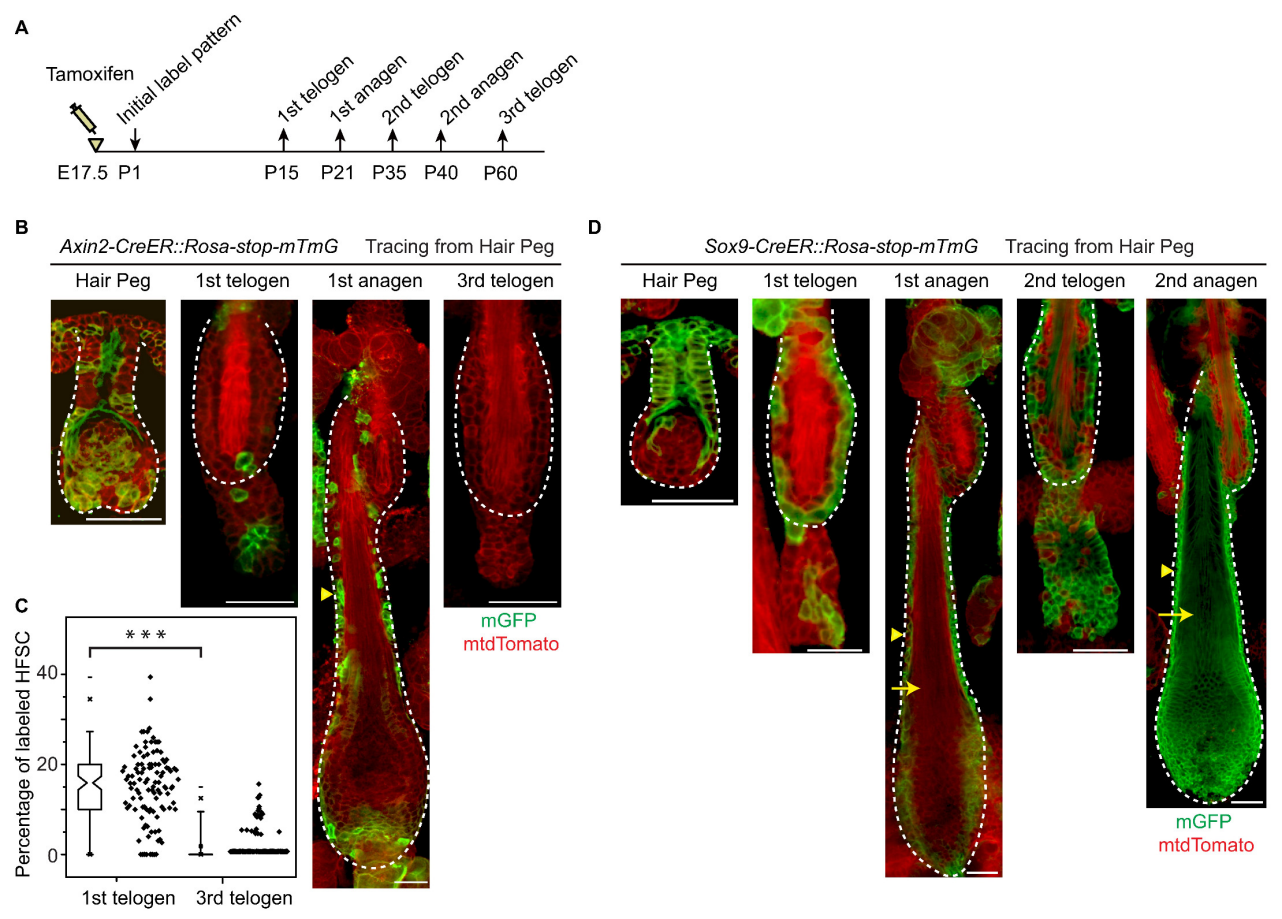
Embryonic Wnt/β-catenin signaling diminishes the long-term self-renewal ability of hair follicle stem cells in adult. (**A**) Diagram depicting the time points of the lineage tracing experiment. (**B–C**) Long-term lineage tracing experiments using *Axin2-CreER::Rosa-stop-mTmG* mice. Note the disappearance of labelled HFSCs in the third telogen. Representative images shown are single confocal Z slice from the data used for quantification. N=3 mice, >110 HFs. ***p<0.0001. (**D**) Long-term lineage tracing experiments with *Sox9-CreER::Rosa-stop-mTmG* mice. Arrowheads indicate ORS and arrows indicate terminally differentiated layers. Note the change in downstream progeny fates of labeled cells at different hair cycles. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.014

**Figure 6—figure supplement 1.**
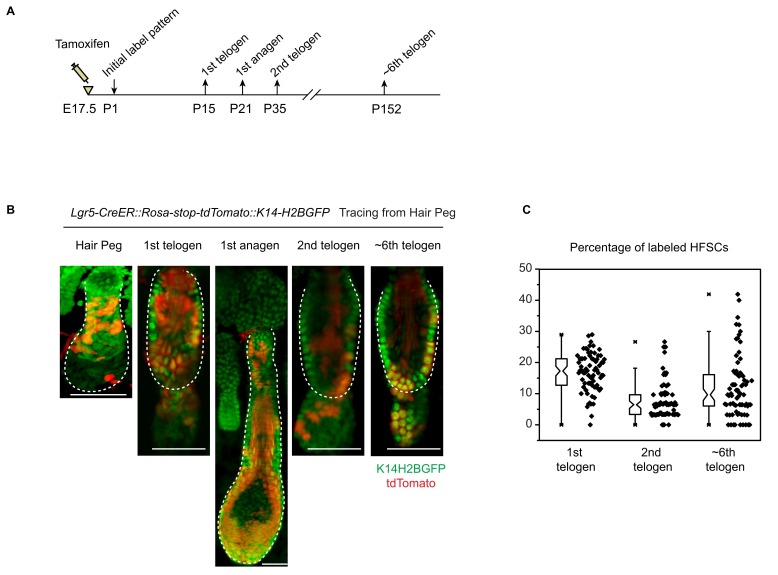
Long term cell fate of Lgr5-CreER labelled hair peg cells. (**A**) Diagram depicting the time points of the lineage tracing experiment. (**B–C**) Long-term lineage tracing experiments using *Lgr5-CreER::Rosa-stop-tdTomato* mice. Note the persistence of a small percentage of labelled HFSCs up to the ~6^th^ telogen. Representative images shown are single confocal Z slice from the data used for quantification. N=3 mice, >100 HFs. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10567.015

Consistent with results presented in Figure 4A, ~15% of HFSCs in the first telogen originated from *Axin2+* hair peg cells. In the first growth phase (anagen) following the first telogen, these HFSCs contributed to both outer root sheath (ORS) cells and to matrix differentiating cells (Figure 6B). Of note, after two full hair cycles, in the third telogen, *Axin2+* hair peg cell formed HFSCs have been mostly exhausted (Figure 6C). On the contrary, *Sox9*+ hair peg precursor cells were the origin of most of the HFSCs at the first telogen. During the first anagen, these HFSCs contributed preferentially to ORS rather than to the differentiated lineages in the matrix. Instead of decreasing, HFSCs originated from *Sox9*+ hair peg cells persisted and expanded after one round of hair cycle to become essentially all of the HFSCs in the bulge and most of the secondary hair germ cells below the bulge. For the second anagen, the labeled HFSCs generate all of the downstream lineages including, ORS, matrix, and hair shaft cells (Figure 6D).

These results suggest that embryonic Wnt/β-catenin signaling diminishes the long-term potential of HFSCs. We have shown that Wnt/β-catenin signaling is required for terminal differentiation of the hair shaft. Also it suppresses Sox9 expression, which is important for HFSC maintenance through inhibition of differentiation (Kadaja et al., 2014). So it is possible that embryonic exposure to Wnt/β-catenin signaling primes the embryonic cells for differentiation via both positive induction and lack of Sox9 expression. This ultimately results in diminished long-term potential of the HFSCs.

## Discussion

### Hierarchical events leading to long-term hair follicle stem cell emergence

Our study elucidates the cascade of events that lead to long-term SC emergence in HFs during organogenesis (Figure 7). Wnt/β-catenin signaling is necessary for HF initiation (Andl et al., 2002; Ito et al., 2007). Early placode cells are Wnt/β-catenin signal responsive cells, and they generate all of the cells in adult HFs. At the hair peg stage, a localized Wnt/β-catenin signaling free zone emerges in upper HF. Progenitor cells residing in this embryonic niche position stop further development and become HFSCs at the end of organogenesis. These established HFSC precursor cells are not just remnants of embryonic progenitor cells, because they gain the expression of adult HFSC markers including *Nfatc1*. Embryonic cells residing in this Wnt/β-catenin signaling free zone, together with a few other cells located below them that have active Wnt/β-catenin signaling, give rise to the adult HFSC pool. However, only the HFSCs derived from Wnt/β-catenin signaling negative precursor cells have long-term self-renewal ability and can continuously support regeneration. The small portion of HFSCs that are derived from embryonic cells with active Wnt/β-catenin signaling are highly prone to differentiation as the hair cycle progresses and are soon exhausted after regeneration. So, in embryos, the attenuation of Wnt/β-catenin signaling not only defines the adult niche position and HFSC fate, but also has a long lasting effect on the subsequent fate choice and long-term potential of cells in adults.

**Figure 7.**
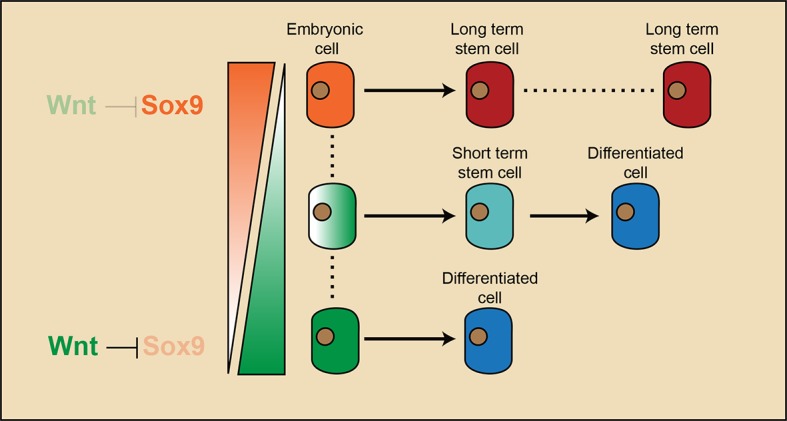
Model illustrating that long-term hair follicle stem cell emergence results from progenitors occupying an embryonic niche location, which is defined by the absence of Wnt/β-catenin signaling that would otherwise block the expression of a key factor required for stem cell specification. **DOI:** http://dx.doi.org/10.7554/eLife.10567.016

It’s noteworthy that we observed largely none overlapping labeling patterns of Lgr5+ and Axin2+ cells in hair peg (Figure 6B, Figure 6—figure supplement 1B). Also, Lgr5+ hair peg cells contributed HFSCs persist after multiple hair cycles instead of completely diminishing like Axin2+ cells contributed HFSCs (Figure 6—figure supplement 1). These results indicate it is possible that in hair follicle Lgr5 expression either reflects very low level of Wnt signaling, or it is induced by a different set of Wnt ligands than those induce Axin2.

### Restricted induction and maintenance of SC gene expression

Although we were able to pinpoint the main mechanism through which Wnt/β-catenin signaling blocks long-term HFSC formation, i.e. the suppression of *Sox9* expression, we suspect that this might not be the only mechanism involved in this process. It has been reported previously that *Sox9* expression is induced by Shh signaling (Vidal et al., 2005). Given that we observed extended activity of Shh signaling throughout follicle epithelial cells and observed only localized activity of Wnt/β-catenin signaling in lower follicle cells, we can explain the mutually exclusive pattern of *Sox9+* and Wnt/β-catenin signaling responsive cells. As development proceeds, the Sox9 expression pattern continues to expand and become wider than the actual future bulge region; for example, Sox9 is expressed in most of the ORS cells. So, following the emergence of the Wnt/β-catenin signaling free zone in the hair peg, there are probably other mechanisms that help maintain the restricted niche position. One observation further supporting this hypothesis is that, once initiated in hair peg, the expression of *Nfatc1* is restricted to the upper HF where the future sebaceous gland and bulge will be; *Nfatc1* expression does not expand to the broader ORS like *Sox9* expression does. Nfatc1 was reported to be a target of BMP signaling in adult HFs (Horsley et al., 2008). However, we did not observe active BMP signaling at the hair peg niche location using a BMP reporter, a result similar to a published staining pattern of pSMAD1/5 in developing HFs (Kandyba et al., 2014). So, it remains to be determined which, if any, other mechanisms lead to the maintenance of a more restricted niche region that is reflected by the localized expression of stem cell markers.

### Mechanism leading to the emergence of a localized Wnt/β-catenin signaling free zone in the hair peg

Since attenuated Wnt/β-catenin signaling defines the niche location and long-term HFSC fate, the process of exactly how the Wnt/β-catenin signaling free zone emerges is of great interest. 

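The secreted Frizzled-related genes did not move together. Sfrp1, on chromosome 8 of GRCm38 from 23411502 to 23449632, was 10.7-fold higher in Nfatc1+ cells, at 37.0 ± 0.887 FPKM against 3.47 ± 0.235 FPKM in Shh+ cells (SD, n = 2), a log2 fold change of −3.24 (standard error 0.09, adjusted p = 3.03e-06 from limma). Sfrp5 was higher in Shh+ cells at a low level, 1.96 ± 0.467 against 0.286 ± 0.124 FPKM (log2 fold change 1.65, standard error 0.24, adjusted p = 0.00218). Sfrp2 was at 6.21 ± 1.84 FPKM in Nfatc1+ cells and 7.22 ± 0.366 FPKM in Shh+ cells (adjusted p = 0.377), and Frzb and Sfrp4 lay below 0.5 FPKM and were not tested. Adjusted over the list alone, 1 of the 3 measured members was again higher in each population. The median log2 fold change of the 3 was 0.23 and their mean −0.46, and the camera test was not called, pointing to Nfatc1+ cells (adjusted p = 0.919) but to Shh+ cells without Nfatc1+ replicate 2 (0.743) or with no filter on low values (0.759). Of 9 other measured Wnt inhibitors, 2 were higher in Nfatc1+ cells, Sostdc1 at 235.5 ± 5.09 against 46.9 ± 1.46 FPKM and Shisa2 at 14.6 ± 0.162 against 1.99 ± 0.0897 FPKM. Another 5 were higher in Shh+ cells, led by Wif1 at 102.6 ± 0.935 against 7.66 ± 2.53 FPKM, with the same counts when adjusted over the list alone (camera adjusted p = 0.267).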

We observed increased expression of Wnt inhibitors such as *SFRP*s in *Nfatc1+* hair peg cells as compared to *Shh+* hair peg cells. However, given that HFSC precursor cells can be replaced by embryonic cells occupying the same hair peg niche position, it is unlikely that Wnt inhibitors expressed by the precursor cells themselves are the main causes of attenuated Wnt/β-catenin signaling in that position. Our RNA seq analysis revealed enrichment of *Wnt* and *Dkk* expression in Wnt/β-catenin signal positive *Shh+* hair peg cells as compared to *Nfatc1+* hair peg cells. 

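Dkk4 was the Dkk gene with the larger difference, at 78.9 ± 30.5 FPKM in Shh+ cells and 0.671 ± 0.528 FPKM in Nfatc1+ cells (SD, n = 2). It lies on chromosome 8 of GRCm38 from 22624043 to 22627547, and the ratio of mean FPKM was 117.6 (standard error of the log2 fold change 0.35, adjusted p = 3.12e-05 from limma). The Shh+ libraries were at 57.4 and 100.5 FPKM and the Nfatc1+ libraries at 0.298 and 1.04 FPKM, and the ratio was 75.6 without Nfatc1+ replicate 1 and 265 without Nfatc1+ replicate 2. Dkk3, a divergent member of the family, was higher in Nfatc1+ cells, at 22.4 ± 1.53 against 9.96 ± 2.31 FPKM (log2 fold change −1.15, standard error 0.15, adjusted p = 0.00123). Dkk1, Dkk2 and Dkkl1 were below 0.5 FPKM and were not tested. With no filter on low values Dkkl1, listed at 0 in both Nfatc1+ libraries and at a mean of 0.389 FPKM in Shh+ cells, was also called. Adjusted over the list alone, 1 of the 2 measured members was higher in each population (camera adjusted p = 0.836). Kremen2, whose product is a receptor for Dkk proteins, was at 213 ± 9.26 FPKM in Shh+ cells and 16.2 ± 0.838 FPKM in Nfatc1+ cells, and Kremen1 was at a 1.26-fold higher level in Shh+ cells (adjusted p = 0.00587).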

We hypothesize that the combination of the lack of Wnt ligands, which are short-range signal molecules, and the presence of Wnt inhibitors such as DKK4, which are long-range signal molecules, at the embryonic niche location is the main reason contributes to the emergence of a Wnt/β-catenin signaling free zone in upper hair peg. A similar model has been used to explain HF density determination and epidermal SC regulation (Sick et al., 2006; Lim et al., 2013). To directly test the suppositions of this hypothesis, the protein localization patterns of Wnt and DKK will need to be dissected.

## Materials and methods

### Mice

*Nfatc1-CreER* mice were generated and provided by Dr. Bin Zhou (Tian et al., 2014). *K14-H2BGFP* mice were kindly provided by Dr. Elaine Fuchs. The *Shh-CreER *(Harfe et al., 2004), *Lgr5-GFP-CreER *(Barker et al., 2007), *Axin2-CreER *(Lim et al., 2013), *Id2-CreER *(Rawlins et al., 2009), *Gli1-CreER *(Ahn and Joyner, 2004), *Rosa-stop-mTmG *(Muzumdar et al., 2007), *Rosa-stop-tdTomato *(Madisen et al., 2010), *TOPGAL *(DasGupta and Fuchs, 1999), *Ctnnb1^fl/fl ^*(Huelsken et al., 2001), *Exon3-Ctnnb1^fl/fl ^*(Harada et al., 1999), *K14-rtTA *(Nguyen et al., 2006), and *teto-Cre *(Perl et al., 2002) mice have all been described previously. We generated the *Sox9-CreER* mice by integrating IRES-CreERT2-SV40pA cassettes into the 3' UTR of the endogenous mouse *Sox9* gene, before the aacatggaggacgattggagaatc sequence via Cas9/RNA mediated gene targeting in zygotes. To perform the lineage tracing experiments, female *Rosa-reporter* mice were mated with male mice of the following genotypes: *Shh-, Lgr5-GFP-, Nfatc1-, Axin2-, Gli1-, Sox9-,* and *Id2-CreER*.

For the calculation of embryonic time points in the timed pregnancy experiments, the morning of the vaginal plug date was designated as embryonic stage 0.5 (E0.5). Cre activity was induced at E16.5 or E17.5 by a single intraperitoneal injection of Tamoxifen dissolved in sunflower oil/10% ethanol. Solutions ranging from 10–20 mg/ml were used with the following dosage on the basis of body weight: pregnant mothers of the *Shh-, Nfatc1-, Axin2-, Gli1-, Sox9-* and I*d2-CreER::Rosa-reporter* mice received a single dose of Tamoxifen totaling 40 µg/g body weight; the dose for the *Lgr5-GFP-CreER::Rosa-reporter* mice was 100 µg/g body weight.

### Whole-mount tail skin staining and imaging

At the indicated time points specified in figures, tail skin was removed and treated with 20 mM EDTA (pH 8.0) for 2–4 hr at 37°C. Epidermis with attached hair follicles was removed from the dermis, fixed in 4% paraformaldehyde for 20 min, washed in PBS for >2 hr and then processed for staining or imaging. For the *Lgr5-GFP-CreER::Rosa-stop-tdTomato::K14H2BGFP* lineage tracing experiment, tail skin was removed and treated with 20 mM EDTA (pH 8.0) for 30 min at 37°C. Epidermis without hair follicles was removed from the dermis. The remaining dermal tissue with embedded hair follicles was fixed in 4% paraformaldehyde for 20 min, then washed for 1 hr in PBS and imaged without staining. For the mice more than 100 days old, the remaining dermal tissue was digested additionally in the collagenase (Sigma) for 1 hr and then washed with PBS before imaging to allow detection of fluorescence signal. Whole-mount tail skin images were acquired using a 20×0.75 objective lens. Z-stacks were acquired at a resolution of 1024×1024, or at 512×512 for large samples. Tissue and section samples were imaged with a Nikon A1-R confocal microscope. Microscopy data was analyzed using Imaris (3D software) with the 3D visualization module.

### Lineage tracing

To label distinct cell populations in hair germs at the chosen area of tail skin, pregnant mice were administered a single dose of Tamoxifen at E16.5, and the labeling pattern was established 48 hr later at E18.5 using embryos removed by Caesarian section. At this time point, the primary central follicle in tail skin follicle triplets is in the hair germ stage, while the secondary outer follicles have not yet been initiated. To continue lineage tracing, a foster mother nursed the remaining pups. At postnatal day 15 (P15), the initially labeled primary central follicles enter into the first telogen and the fates of the labeled cells were analyzed. At this stage the secondary outer follicles are in anagen and block the view of the telogen primary central follicle. Prior to imaging, the secondary outer hair follicles were plucked by tweezers, leaving only the central hair follicle in the P15 whole mount skin.

To label specific cell populations at the placode and the hair peg stages, pregnant mice were administered a single dose of Tamoxifen at E17.5 and labeling patterns were established 48 hr latter at P1 when the primary central follicle is at the hair peg stage and the secondary outer follicles are at the placode stage. The fate of labeled cell populations was traced to P15 for the primary central follicle and P21 for the secondary outer follicles, when they enter into the resting phase separately.

The development of tail skin hair follicles varies slightly, in both the anterior-posterior axis and in the dorsal-ventral axis. To label progenitor cells at defined developmental stages, only the middle one-third section along both the length and the width of dorsal tail skin was used to perform lineage-tracing experiments. Within this chosen area, hair follicle development consistently follows the above-mentioned pattern at the indicated time points.

To count the number of HFSCs, multiple Z-stack images were taken for each whole mount of tail skin. For each individual telogen HF, only the cross section through the center of the hair shaft was used for counting. This was done by picking the Z slice with the largest hair shaft for each counted HF. Telogen HFSC number was counted as the outer layer of cells from the U-shaped bulge structure below the SG and above the secondary hair germ. This standard was chosen based on section staining of tail skin hair follicles with HFSC markers (CD34 and Sox9) and niche cell marker (Krt6) (for reference, please see Figure 5C–E control HFs).

### In vivo imaging and laser ablation

P1 mice were anesthetized with cotton containing isoflurane and kept anesthetized on a 37°C heat stage during the imaging process with vaporized isoflurane through a gas tube connected to the head. The tail of the mouse was immobilized by tape and imaged directly under a water lens. Imaging was performed with a BX61WI (Olympus) microscope equipped with a Chameleon Ultra (COHERENT) two photon laser and a 25× water lens (Olympus, UIS2, N.A.1.05). A laser beam of 910 nm was used to simultaneously excite both H2BGFP and tdTomato. The step increment of the serial optical sections was 2 μm.

Prior to laser ablation, *Nfatc1-CreER::Rosa-stop-tdTomato::K14-H2BGFP* pregnant mice were injected with a single dose of Tamoxifen at E17.5 to label distinct cell populations in hair pegs on tail skin. Laser ablation was carried out with a 910 nm beam scanning a region of 10 μm^2^ for less than 5 s. The power of the laser intensity was 1.86 mW, and less than 80% of the laser power was used. Neil Blue dye was used to tattoo a marker at the vicinity of the ablated area to help us retrieve the same laser ablated follicles more than 15 days later.

### Conditional knock out

To express the stabilized form of *β*-catenin in *Nfatc1* expressing cells, *Exon3-Ctnnb1^fl/fl^::Rosa-stop-tdTomato^fl/fl^* mice were mated with *Nfatc1-CreER* mice. To induce the conditional expression of *exon3-Ctnnb1*, nursing mothers of *Nfatc1-CreER::Rosa-stop-tdTomato^fl/wt^::Exon3-Ctnnb1^fl/wt^* pups and WT littermates were intraperitoneally injected with Tamoxifen doses totaling 40 μg/g body weight for 8 days starting from E17.5.

To generate *K14-rtTA::teto-Cre::Ctnnb1^fl/fl^* mice, *K14-rtTA::teto-Cre* mice were mated with *Ctnnb1^fl/fl^* mice. F1 male *K14-rtTA::teto-Cre::Ctnnb1^fl/wt^* progeny were subsequently mated with female homozygous *Ctnnb1^fl/fl^*. To induce deletion of *Ctnnb1*, the nursing mothers of *K14-rtTA::teto-Cre::Ctnnb1^fl/fl^* pups and WT littermates were given water containing 1 mg/ml doxycycline (Sigma) and chow containing 2 g/1000 g doxycycline (Research Diets Company) for periods specified in the figures.

All mice were maintained in an SPF facility, and procedures were conducted in a manner consistent with the National Institute of Biological Sciences guide for the care and use of laboratory animals.

### Histology, immunofluorescence, confocal microscopy, and image processing

For section staining, tissues were embedded in OCT compound and frozen. After cryosection (20–30 µm) and fixed for 10 min in 4% paraformaldehyde in PBS, sections were permeabilized for 10 min in 0.5% Triton (PBST) and blocked for 1 hr in a solution of 2% normal donkey serum, 1% BSA, and 0.3% Triton in PBS. The following antibodies were used: anti-GFP (Abcam, ab13970, 1:1000), anti-P-cad (R&D, BAF761, 1:500), anti-β-gal (Abcam, ab9361, 1:10,000), anti-β-catenin (Sigma C2206, 1:500), anti-Sox9 (Chen Lab, 1:50), anti-CD34 (ebioscience, 50-0341, 1:300), and anti-K6 (Chen Lab, 1:2000).

For hematoxylin and eosin (H&E) staining, after cryosectioning (6–8 µm) and fixation for 10 min in 4% paraformaldehyde in PBS, sections were stained in haematoxylin (Fisher) for 30 s and then rinsed in running tap water and 0.3% acid alcohol. Eosin (Sigma) was used to treat the sections for 10 s. The haematoxylin and eosin dyes were prepared according to the manufacturers’ instructions.

For the whole-mounts of tail skin, images were acquired using a 20× 0.75 objective lens. Z-stacks were acquired at a resolution of 1024×1024, or 512×512 for large samples. Tissue and section samples were imaged on a Nikon A1-R confocal microscope. Microscopy data were analyzed using Imaris (3D software) with the 3D visualization module. RBG images were assembled in Adobe Photoshop CS3 and panels were labeled with Adobe Illustrator CS6.

### Immunohistochemistry and in situ hybridization

Skin was fixed with 4% paraformaldehyde, embedded in paraffin, and sectioned at 5 µm. After de-waxing, sections were blocked with buffer from a MOM kit (Vector) with 0.1% Triton. Immunohistochemistry assays were then conducted by incubating sections at 4°C overnight with primary antibody β-catenin (Sigma C7207, 1:500), then secondary HRP Donkey-anti-mouse antibody (Jackson ImmunoResearch), followed by use of a DAB kit (Vector), according to the manufacturer’s instructions.

RNA in situ hybridization was performed with an RNAscope 2-plex Detection Kit (Chromogenic) according to the manufacturer’s instructions. The RNAscope probes used were Axin2 (Catalog 400331) and Wnt10b (Catalog 401071).

### Fluorescence-activated cell sorting (FACS)

Isolation of *Shh*+ and *Nfatc1+* cells for RNA-seq was performed using *Shh-* and *Nfatc1-CreER::Rosa-stop-tdTomato::K14-H2BGFP* mice. For purification of *Nfatc1* expressing cells in hair pegs, pregnant mice were administered a single dose of Tamoxifen at E15.5. Then, at E17.5, embryonic back skin was removed and the whole skin was cut into 6–9 small pieces and placed, dermis side down, in a 0.25% trypsin solution (Gibco) at 37°C for 16 min. Single-cell suspensions were obtained by triturating the skin gently. Cells were then filtered with strainers (70 µm followed by 40 µm). For purification of *Shh*-expressing hair peg cells at E17.5, pregnant mice were administered a single dose of Tamoxifen at E15.5. Embryonic back skin was cut into 9 pieces and placed, dermis side down, in dispase (Life Technologies, 0.4 mg/ml) dissolved in PBS for 1 hr at 37°C. Epidermis containing placodes and hair germs were removed. Dermis samples containing only hair pegs were placed in a 0.25% trypsin solution at 37°C for 10 min. Single-cell suspensions were obtained by triturating the skin gently. Cells were then filtered with strainers (70 µm followed by 40 µm).

For the cells used in the experiments presented in Figure 5—figure supplement 1D, back skin of *Nfatc1-CreER::Rosa-stop-tdTomato^fl/wt^::K14-H2BGFP::Ctnnb1^fl/wt^* Het and WT mice at either P23 or P100 was used. Skin was cut into 6 to 9 pieces and placed, dermis side down, in a 0.25% trypsin solution at 37°C for 30 min. Epithelium cells were harvested by gentle scraping and triturating. After filtering with strainers, cells were stained for 20 min on ice with Alexa647-CD34 antibody (ebioscience, 50-0341) where indicated and then washed. DAPI was used to exclude dead cells. Cell isolations were performed with a BD FACSAria III cell sorter equipped with FACSDiva software (BD Bioscience).

### RNA isolation and real-time PCR

Total RNA was isolated from FACS-purified cells lysed with Trizol (Life Technologies) followed by extraction using a direct-Zol RNA mini prep kit (Zymo research). Equal amounts of RNA were added to a reverse-transcriptase reaction mix (Takara) with Oligo(dT). Expression levels were normalized to the expression of GAPDH or PPIB. Real-time PCR was conducted using a CFX96 Real-Time system (Bio-Rad) with Power SYBR Green PCR Master Mix (Life Technologies). All primer pairs were designed for the same cycling conditions, which were: 10 min at 95°C for initial denaturing, 40 cycles of 10 s at 95°C for denaturing, 30 s at 58°C for annealing, and 10 s at 65°C for extension. The primers were designed to produce a product spanning exon-intron boundaries in the target genes; the sequences were as follows:

Shh F, AAAGCTGACCCCTTTAGCCTA; Shh R, TTCGGAGTTTCTTGTGATCTTCC;

Nfatc1 F, CCATACGAGCTTCGGATCGA; Nfatc1 R, AGTAACCGTGTAGCTGCACAATG;

Wnt3 F, AGCTGCCAAGAGTGTATTCG; Wnt3 R, CTAGATCCTGCTTCTCATGGG;

Wnt10b F, AAGTCACAGAGTGGGTCAATG; Wnt10b R, GCCACGATAAACCCTAGACAG;

Lef1 F, AGCCTGTTTATCCCATCACG; Lef1 R, TGTTACAATAGCTGGATGAGGG;

PPIB F, GTGAGCGCTTCCCAGATGAGA; PPIB R, TGCCGGAGTCGACAATGATG;

GAPDH F, GGTGTGAACGGATTTGGCCGTATTG; GAPDH R, CCGTTGAATTTGCCGTGAGTGGAGT.

### RNA-seq analysis

RNA from FACS-purified cells was sent to the Biodynamic Optical Imaging Center at Peking University for quantification, RNA-seq library preparation, and sequencing. The libraries were sequenced on the illumina HiSeq 2500 platform using the Pair-End 2x100-bp sequencing strategy.

For analysis, data was mapped to the mouse genome (GRCm38/mm10) using TopHat (v2.0.13) with default settings. Cufflinks (v2.2.1) was used to quantify changes in gene expression between the *Nfatc1+* and *Shh+* cells. Genes with significantly different expression levels (p<0.01 and log2FC>1) were chosen for further analysis. Gene ontology (GO) analysis of genes was done using DAVID (Database for Annotation, Visualization and Integrated Discovery).

### Genotyping for the exon3-β-catenin mutant allele

DNA was isolated from FACS-purified cells using a TIANamp Genomic DNA Kit (TIANGEN) according to the manufacturer’s instructions. The primers used to detect the β-catenin sequences flanking the exon3 region were: wild-type/un-recombined allele 900 bp; exon3 F, GACACCGCTGCGTGGACAATG; exon3 R, GTGGCTGACAGCAGCTTTTCT; recombined allele ~700 bp; exon3 F, GACACCGCTGCGTGGACAATG; exon3 R, ACGTGTGGCAAGTTCC GCGTCATCC.

### Statistics

Box-and-Whisker plots prepared with Origin 9 (Origin Lab) software were used to illustrate the lineage tracing quantification results.

How the deposited data were processed for this re-analysis (not part of the article)

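RNA was sequenced from 2 libraries of Nfatc1+ and 2 libraries of Shh+ hair peg cells of mouse back skin, and each library was taken to its population by the submitters' labels and the paper's methods. The authors mapped the reads to GRCm38/mm10 with TopHat (v2.0.13), quantified genes with Cufflinks (v2.2.1) and deposited FPKM per gene symbol and library. HTSeq is also named in the submitters' processing notes, with no role. The gene annotation, the strand setting and any scaling between libraries are not given in the sources used here. The deposited table holds 23361 gene symbols and 4 columns, and all 4 were used.

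FPKM keep no read counts, so no count model was used. Absolute depth is unknown. Among genes below 0.3 FPKM, the value that 1 fragment adds was compared between libraries, and by this measure Nfatc1+ replicate 1 was 1.74 times deeper than Shh+ replicate 2 and 1.08 times deeper than each of the others. Low values therefore carry more counting error in Shh+ replicate 2. The number of genes listed at 0 was 7547 and 7475 in the Nfatc1+ libraries and 7639 and 8067 in the Shh+ libraries. The 10 most abundant genes made up 6.27% to 6.49% of the summed FPKM, so no library was ruled by a few genes.

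Genes with a mean of at least 0.5 FPKM, 12750 in number, were analysed as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with a mean-dependent trend in the empirical Bayes step. The fit had 2 residual degrees of freedom and drew 4.8 prior degrees of freedom from all genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and members of lists were counted by this call alone; the counts over all genes and the exact tests also needed a difference of at least 2-fold. At an unadjusted p under 0.05 there were 5961 genes, and after adjustment 4716, of which 2310 were higher in Shh+ cells and 2406 in Nfatc1+ cells. The log2 fold changes are Shh+ minus Nfatc1+ and understate the change of low genes because of the pseudocount of 0.5.

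Fixed gene lists, 31 in number, were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and their p-values were adjusted over the 31 lists. Members of the signaling lists among genes changed by at least 2-fold were counted against all tested genes with a two-sided Fisher's exact test. The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined, but after the paper's table of differentially expressed genes had been opened. The rule took every gene that the paper names, the 10 genes with the largest change in each direction among called genes whose groups did not overlap, and up to 6 called members per list and direction in order of change, with members that were not called where a list is given in full. The ligands, the lists of interferon and NF-κB genes, and the repeats of list tests without shared or sorted genes were chosen after seeing the data.

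Gene positions are those of GENCODE M21 on GRCm38, 1-based. Of the symbols, 21685 matched 1 gene, 40 matched several and 1636 were not matched, and only matches to 1 gene were given a position. Without the strand setting, reads of overlapping genes on opposite strands cannot be told apart.

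The procedure was tested on simulated data of the same design over 12750 genes. Of 100 genes changed 2-fold, 60% were recovered, and of 100 genes changed 4-fold, 79% were recovered. Unchanged genes made up 2.8% of the calls, and no gene was called where none had been changed. Of 200 random lists, 2% had a camera p under 0.05. Genes of a random list need not vary together as those of a marker list can. The share therefore does not give the error of camera on the lists reported here.

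The alternatives were other pseudocounts, other filters on low values, other scalings of the libraries, other variance settings, the study's thresholds, a block for the replicate number, the estimated correlation and the omission of each library in turn. The PCR, in situ and lineage tracing experiments of the paper were not analysed here. A few genes that the naming rule takes are not reported here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.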

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

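The tests of digestion, immune cells, Merkel cells and suprabasal cells were chosen only after the results they bear on had been seen, and the interferon and NF-κB tests were set before their own values were seen but after those of Cd74.

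Several gene groups that the paper does not discuss for these libraries differed between the populations. The EDA list was higher in Shh+ cells (camera adjusted p = 7.48e-07, median log2 fold change 2.38). The TGF-β and activin list was higher in Nfatc1+ cells (0.0402, median −0.22). Its call ended with no filter on low values (camera adjusted p = 0.0606) and without Nfatc1+ replicate 2. Sebaceous gland genes (0.000442, median −2.36) and basal epidermal genes (0.000796, median −0.86) were higher in Nfatc1+ cells. In the paper's lineage tracing, hair peg cells that express Nfatc1 later formed the sebaceous gland, the direction of the sebaceous list. Whether that fate accounts for the list was not tested here. None of the EDA, TGF-β, sebaceous and basal lists passed with an estimated correlation (adjusted p = 0.585 for the EDA and basal lists and 0.656 for the others). That setting passed no list and rests on 2 residual degrees of freedom, so it cannot decide whether these calls hold. The digestion and the removal of the epidermis differed with the population for these lists too.

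Immediate early and stress genes were higher in Nfatc1+ cells (camera adjusted p = 2.68e-05, but adjusted p = 0.656 with an estimated correlation). The median log2 fold change of the list was −0.572. The Nfatc1+ cells were digested in trypsin for 16 min with the epidermis in place, and the Shh+ cells in dispase for 1 h at 37°C and then, without the epidermis, in trypsin for 10 min, so a response to digestion and a difference between the cells in the skin cannot be told apart. The difference between the populations in the skin remains untested.

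Cd74, the invariant chain of antigen presentation, was at 82.4 ± 8.27 FPKM in Shh+ cells and 1.61 ± 0.75 FPKM in Nfatc1+ cells (SD, n = 2), a log2 fold change of 5.34. H2-Ab1, an MHC class II gene, was at 27.0 ± 14.2 and 3.34 ± 1.29 FPKM (log2 fold change 2.78, but 2.23 without Shh+ replicate 1). Of 5 other genes abundant in antigen-presenting cells (Ptprc, Tyrobp, Fcer1g, H2-Aa and H2-Eb1), the highest mean in Shh+ cells was 0.898 FPKM, which argues against immune cells in the sort, as does the sort for K14H2BGFP. An interferon response is argued against too, since 8 measured genes of such a response had a median log2 fold change of −0.382, with 1 higher in Shh+ and 3 higher in Nfatc1+ cells. A candidate explanation that stays open is NF-κB activity: of 11 measured NF-κB target genes outside the EDA list, 7 were higher in Shh+ cells and none in Nfatc1+ cells, with a median of 1.01 (camera p = 0.0209, but p = 0.385 with an estimated correlation). Tnfaip3 was at 37.4 ± 6.18 FPKM in Shh+ cells and 4.35 ± 1.87 FPKM in Nfatc1+ cells, and whether NF-κB acts on Cd74 here was not tested.

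Merkel cell genes were higher in Nfatc1+ cells (camera adjusted p = 1.21e-06, but adjusted p = 0.656 with an estimated correlation), with Insm1 (log2 fold change −2.91), Lhx3 (−2.72), Isl1 (−2.28) and Sox2 (−2.13) beside Atoh1 and Pou4f3. Suprabasal cells carried along from whole skin are neither shown nor argued against: of 14 differentiated epidermal genes, 7, Krt1, Krt10 and Lor among them, were higher in Shh+ cells and 4, such as Krtdap, in Nfatc1+ cells (6 and 2 without Nfatc1+ replicate 2), with a median of 0.397 over the list (camera adjusted p = 0.302). Merkel cells in the Nfatc1+ sort stay a candidate source, with a median of −2 over the list. The sort for K14H2BGFP would not remove them if they keep the label of their epidermal precursors. The sort for tdTomato would remove them unless they or their precursors had expressed the Nfatc1 CreER, which was not tested. Of 3 keratin genes of Merkel cells, Krt20 was at 1.485 ± 0.0987 FPKM in Nfatc1+ cells and 0.0423 ± 0.0598 FPKM in Shh+ cells, Krt8 at 27.1 ± 2.95 and 18.7 ± 2.31 FPKM, and Krt18, which was not called, at 5.86 ± 0.146 and 5.38 ± 0.41 FPKM. The call of Krt8 ended without Nfatc1+ replicate 2 (adjusted p = 0.0678) or Shh+ replicate 1 (0.0527). Expression of these genes by hair peg cells cannot be told apart from Merkel cells without single cells.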

How the results depend on the processing

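Over the alternatives, 608 genes at least 2-fold higher in Shh+ cells became 479 (pseudocount 1) to 730 (pseudocount 0.1), and 741 higher in Nfatc1+ cells became 614 to 842 under the same settings. Scaling moved the share higher in Shh+ cells from 45.1% to between 44.7% and 46.3%, and the median of all genes from 0.00179 to between −0.00146 and 0.0164. Leaving out each library in turn gave 592 to 649 and 731 to 761, with 1233 to 1251 of the 1349 genes shared; the lone library is then assumed to vary like the other group's. With a replicate block the counts were 613 and 747 and all 1349 genes were shared, and differences between replicates correlated by 0.114 between the groups across genes (0.149 at 10 FPKM or more); with 2 libraries per group this leaves open whether the numbers pair them, and the sources used here do not say that they do. The block raised the called Wnt ligands in Shh+ cells from 5 to 6 and the called targets from 12 and 4 to 13 and 5, and of the list tests it changed only that of the melanocyte list (0.0288). No called list test changed direction. Nor did any called gene among the single genes followed over the alternatives, which are only part of the genes named here. Of the lists and followed genes that were not called, 9 lists (among them SFRP and FGF) and Wnt10a, Lhx2, Eda and Sfrp2 did under at least 1 alternative. A tally of counts and enrichments took in all genes, the Wnt ligand, target, SFRP, DKK and stem cell lists, the number of called lists and the Wnt enrichment. Of these, 223 stayed within 1.5 times or on the same side and 4 moved. The counts of the other lists were not in this tally, and several moved when a library was left out, such as those of proliferation, fibroblast and melanocyte genes. Of list tests, 452 stayed, 11 were lost and 5 were gained. Of the results of the single genes followed over the alternatives, 436 stayed, 13 were lost and 1 was gained. Other named genes, such as Rnf43, Ctgf, Cdon and Krt8, were outside this tally. Their calls also ended when some libraries were left out. With no filter on low values, 2 DKK genes were called higher in Shh+ cells (Dkkl1 added) and 1 stem cell marker (Fgf18 added), since more genes were tested. With an estimated correlation, 0 of the 3 called signaling lists and 0 of the 6 other called lists passed. The adjusted p was 0.638 for Wnt/β-catenin targets, 0.585 for stem cell markers and 0.585 for EDA. That setting rests on 2 residual degrees of freedom, and the lowest unadjusted p of any list was 0.0365 (EDA). After adjustment over 31 lists it could hardly pass any list. These failures therefore leave open whether correlation between genes accounts for the calls. Calls were gained for inner root sheath genes with no filter (0.0244), fibroblast markers without Nfatc1+ replicate 1 (0.00944), melanocyte markers without Shh+ replicate 2 (0.00258) and immune markers at a mean of at least 1 FPKM (0.0456); the cause was not tested. Gapdh was not called without Nfatc1+ replicate 2 (0.0665), without Shh+ replicate 1 (0.0892) or without the variance trend (0.0534). The Wnt enrichment in Shh+ cells had odds ratios from 4.4, with the ligands left out, to 6.81. Values near 0.5 FPKM are limited by depth, most of all in Shh+ replicate 2.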

Differences from the paper's values

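The ratios of mean FPKM of 20 genes of the paper's table did not differ from the values here beyond the spread between replicates. The folds of Wnt3, Wnt10b, Lef1 and Axin2 in the paper's figure were 5.3, 14, 11 and 1.8. Here they were 5.29, 13.9, 10.5 and 1.76. The FPKM printed in that table were 0.9878 times the deposited FPKM in every library, which leaves ratios unchanged. The match of the table's ratios was therefore fixed in advance and is no independent test.

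The paper names the Wnt pathway as the sole pathway of this kind found by its RNA-seq. Here the EDA, FGF and BMP lists were also enriched among genes at least 2-fold higher in Shh+ cells (Fisher's exact test, odds ratios 36.4, 14.1 and 6.7), while the camera test called the EDA list (adjusted p = 7.48e-07, but adjusted p = 0.585 with an estimated correlation) and not the FGF (0.833, pointing to Nfatc1+ cells) or BMP list (0.522). The Wnt pathway was enriched by the exact test among genes at least 2-fold higher in Shh+ cells (5.27) and in Nfatc1+ cells (3.51). The lists here were fixed by hand and the paper used the annotation of DAVID. The EDA, FGF and BMP lists count response genes such as Cxcl10, Dusp6 and Id2. The Wnt list was built of ligands, receptors, transducers and inhibitors, so the odds ratios cannot be ranked against each other. The EDA list shares 4 genes with the Wnt/β-catenin targets, and the exact test is given only with them.

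The paper describes the signals it found as absent from Nfatc1+ cells in place of signals present only there. Of the 33 measured ligands, 9 were at least 2-fold higher in Nfatc1+ cells and 11 in Shh+ cells, and Wnt5a was 9.15-fold higher in Nfatc1+ cells. These counts compare levels of ligand mRNA. They show neither that a signal is unique to a population nor that its cells receive it. The ligands were picked after the values had been seen.

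The paper reports more expression of SFRP inhibitors in Nfatc1+ cells. Of the 3 measured SFRP genes, this held for Sfrp1 (10.7-fold), which had the highest expression of them in Nfatc1+ cells. Sfrp5 was higher in Shh+ cells (6.88-fold) but low in both populations, and Sfrp2 was not called. The log2 ratio of mean FPKM of Sfrp5 was 2.39 without Nfatc1+ replicate 1 and 3.31 without Nfatc1+ replicate 2. The paper reports Dkk expression as enriched in Shh+ cells, which held for Dkk4 (117.6-fold, but 75.6-fold without Nfatc1+ replicate 1 and 265-fold without Nfatc1+ replicate 2). Dkk3, a divergent member of the family, was 2.25-fold higher in Nfatc1+ cells.

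In the paper's PCR (Figure 3E), the order of the differences from large to small is Lef1, Wnt3, Wnt10b. In the FPKM it was Wnt10b (13.9-fold), Lef1 (10.5-fold), Wnt3 (5.29-fold), and all 3 were higher in Shh+ cells in both measurements.

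The paper gives p < 0.01 as the threshold of its table, and 15 genes of that table have a p above it, the highest being the paper's 0.01205.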

Other observations

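Inhibitors of the cell cycle were all called, and most proliferation genes were not. Of 26 measured proliferation genes, 6 were higher in Nfatc1+ cells, with Ccnb2 the largest at 71.9 ± 4.12 FPKM against 56.4 ± 2.12 FPKM in Shh+ cells (SD, n = 2), 1 was higher in Shh+ cells (E2f1) and 19 were not called by limma; adjusted over the list alone, 3 and 0 were called. The 6 fell to 1 without Nfatc1+ replicate 1 and to 1 without Shh+ replicate 2, and were 5 and 4 without the other 2 libraries in turn. The call of E2f1 ended without either Nfatc1+ library (adjusted p = 0.0502 without replicate 1 and 0.213 without replicate 2) or without Shh+ replicate 1 (0.177). The camera test did not call the list (adjusted p = 0.396). Of 5 measured cyclin-dependent kinase inhibitors, which restrain the cell cycle, 4 were higher in Nfatc1+ cells and 1 in Shh+ cells, with the same counts when adjusted over the list alone. Cdkn2c was at 19.0 ± 3.2 FPKM in Nfatc1+ cells and 5.11 ± 0.834 FPKM in Shh+ cells, and Cdkn1a was at 44.0 ± 0.844 and 20.7 ± 2.88 FPKM. Cdkn1c went the other way, at 11.8 ± 3.86 and 37.4 ± 1.92 FPKM. The list was not called by the camera test (adjusted p = 0.0852).

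Genes of the inner root sheath, companion layer and hair shaft differed between the populations in both directions. Of 12 measured, 7 were higher in Nfatc1+ cells, such as Krt73 (10.3 ± 2.96 against 0.831 ± 0.00892 FPKM) and Krt28, and 3 in Shh+ cells, such as Krt6a (0.363 ± 0.0496 against 4.04 ± 0.67 FPKM), with the same counts when adjusted over the list alone (camera adjusted p = 0.157).

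Dermal lists were not called with all 4 libraries. Of 14 fibroblast markers, Dcn (375.6 ± 69.6 against 48.98 ± 12.3 FPKM) and Fn1 (318.5 ± 19.7 against 49.1 ± 7.06 FPKM), genes of matrix proteins, were higher in Shh+ cells and 4 (Thy1, Col3a1, Vim and Sparc) were higher in Nfatc1+ cells, or 2 and 7 when adjusted over the list alone (camera adjusted p = 0.522). Without Nfatc1+ replicate 1, 2 were higher in Shh+ and 8 in Nfatc1+ cells and the list was called (0.00944); without Nfatc1+ replicate 2 the counts were 4 and 3, and without either Shh+ library 2 and 2. The calls of Col3a1 and Sparc ended without Shh+ replicate 1 (adjusted p = 0.117 and 0.135) or 2 (0.164 and 0.0639), and that of Sparc also without Nfatc1+ replicate 2 (0.102). All 14 were higher in Nfatc1+ replicate 2 than in replicate 1, by a median of 0.855 log2 units. Of 9 dermal condensate and papilla markers, 2 were higher in Shh+ cells (Alpl and Crabp1) and 4 in Nfatc1+ cells, led by Sox2 and Cxcr4, also when adjusted over the list alone (0.522).

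The melanocyte list pointed to Nfatc1+ cells, but to Shh+ cells without Shh+ replicate 1. Of its 10 markers, 1 (Mitf, log2 fold change −2.88) was higher in Nfatc1+ cells (camera adjusted p = 0.302, but 0.0288 with a replicate block). Without Shh+ replicate 2 there were 5 and the list was called (0.00258), and without Nfatc1+ replicate 1 there were 2. Of 7 immune and Langerhans cell markers, the 2 higher in Shh+ cells were Cd74 and H2-Ab1 (0.547), and without Nfatc1+ replicate 1 another 1 was higher in Nfatc1+ cells. No marker of endothelial cells (7 measured, 0.547), Schwann cells (6, 0.833), skeletal muscle (2, 0.448) or erythroid cells (3, 0.836) was called by limma. At an unadjusted p under 0.05 there was 1 endothelial and 1 Schwann cell marker, and 0 of the others. Without Nfatc1+ replicate 2, 2 erythroid markers were called higher in Shh+ cells, and without Shh+ replicate 2, 1 Schwann cell marker was called higher in Nfatc1+ cells. Adjusted over the list alone, the counts of these 6 lists were the same. Of 10 housekeeping genes, Gapdh was higher in Shh+ cells and 4 were higher in Nfatc1+ cells, led by Gusb (log2 fold change −1.10), or 2 and 4 when adjusted over the list alone, and the median of the list was 0.116 while its mean was −0.07 (0.919). The 4 fell to 2 without Nfatc1+ replicate 1, without Nfatc1+ replicate 2 or without Shh+ replicate 1. The call of Gapdh ended without Shh+ replicate 1 (adjusted p = 0.0892) or Nfatc1+ replicate 2 (0.0665), where another gene of the list was called higher in Shh+ cells. Gapdh and Ppib are the reference genes of the paper's PCR, and Ppib was at 118.8 ± 0.637 FPKM in Nfatc1+ cells and 129.6 ± 7.77 FPKM in Shh+ cells (adjusted p = 0.171).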
